# Post-transcriptional regulation in the *myo1Δ *mutant of *Saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2164-11-690

**Published:** 2010-12-02

**Authors:** Marielis E Rivera-Ruiz, José F Rodríguez-Quiñones, Pearl Akamine, José R Rodríguez-Medina

## Abstract

**Background:**

*Saccharomyces cerevisiae *myosin type II-deficient (*myo1*Δ) strains remain viable and divide, despite the absence of a cytokinetic ring, by activation of the *PKC1*-dependent cell wall integrity pathway (CWIP). Since the *myo1*Δ transcriptional fingerprint is a subset of the CWIP fingerprint, the *myo1*Δ strain may provide a simplified paradigm for cell wall stress survival.

**Results:**

To explore the post-transcriptional regulation of the *myo1*Δ stress response, 1,301 differentially regulated ribosome-bound mRNAs were identified by microarray analysis of which 204 were co-regulated by transcription and translation. Four categories of mRNA were significantly affected - *protein biosynthesis, metabolism, carbohydrate metabolism*, and *unknown functions*. Nine genes of the 20 CWIP fingerprint genes were post-transcriptionally regulated. Down and up regulation of selected ribosomal protein and cell wall biosynthesis mRNAs was validated by their distribution in polysomes from wild type and *myo1Δ *strains. Western blot analysis revealed accumulation of the phosphorylated form of eukaryotic translation initiation factor 2 (eIF2α-P) and a reduction in the steady state levels of the translation initiation factor eIF4Gp in *myo1Δ *strains. Deletion of *GCN2 *in *myo1Δ *abolished eIF2αp phosphorylation, and showed a severe growth defect. The presence of P-bodies in *myo1Δ *strains suggests that the process of mRNA sequestration is active, however, the three representative down regulated RP mRNAs, *RPS8A, RPL3 *and *RPL7B *were present at equivalent levels in Dcp2p-mCh-positive immunoprecipitated fractions from *myo1Δ *and wild type cells. These same RP mRNAs were also selectively co-precipitated with eIF2α-P in *myo1Δ *strains.

**Conclusions:**

Quantitative analysis of ribosome-associated mRNAs and their polyribosome distributions suggests selective regulation of mRNA translation efficiency in *myo1*Δ strains. Inhibition of translation initiation factor eIF2α (eIF2α-P) in these strains was by Gcn2p-dependent phosphorylation. The increase in the levels of eIF2α-P; the genetic interaction between *GCN2 *and *MYO1*; and the reduced levels of eIF4Gp suggest that other signaling pathways, in addition to the CWIP, may be important for *myo1*Δ strain survival. Selective co-immunoprecipitation of RP mRNAs with eIF2α-P in *myo1*Δ strains suggests a novel mode of translational regulation. These results indicate that post-transcriptional control is important in the *myo1*Δ stress response and possibly other stresses in yeast.

## Background

Controlled regulation of gene expression is essential for maintaining the normal metabolic functions in living cells as well as for producing changes in cellular functions in response to life-threatening environmental and physiological stress. In yeast, the *PKC1 *cell wall integrity pathway (CWIP) represents one of the primary signaling pathways regulating gene expression in response to stress such as cell wall damage, heat shock, and disruption of polarized growth [1-4]. Its activation is marked by the accumulation of the hyperphosphorylated MAP kinase, Slt2p/Mpk1p. A gene transcription fingerprint for cell wall damage, which includes Slt2p, consists of 20 genes of different biological functions previously described by others [2,5].

The *Saccharomyces cerevisiae *myosin type II heavy chain (Myo1p) is a protein required for normal cytokinesis in yeast. It was previously shown that hyperphosphorylated Slt2p accumulates in the deletion mutant of Myo1p (*myo1Δ*) [6] as well as in *chs2*Δ [7], a related cytokinesis mutant strain in which chitin synthase 2, a protein important for primary septum formation, has been deleted [8]. Furthermore, the *slt2Δ *mutation was lethal in *myo1Δ *suggesting that its expression was required for survival [6]. However, when we examined the *myo1Δ *and *chs2Δ *strains for expression of the cell wall damage fingerprint, we found that despite morphological and biochemical phenotypes shared between *myo1Δ *and *chs2Δ *cytokinesis mutants, they expressed distinctively different cell wall damage fingerprints setting *myo1Δ *apart from the *chs2Δ *[7]. The *myo1Δ *strain therefore appears to have a unique mode of survival in response to stress and thus is an alternative model system for impaired cytokinesis and cell wall stress.

To further characterize how *myo1Δ *mounts its unique stress response, we previously described the global mRNA expression profile using microarray hybridization [6]. Knowing that the steady state levels of mRNA transcripts are a product of transcription rates and decay rates, and that mRNA levels are regulated at both the transcriptional and/or the post-transcriptional levels, we chose to study global gene regulation at these different levels to fully understand the complexity of genetic interactions that occur in response to the stress caused by the *myo1Δ *mutation.

Transcriptional regulation is traditionally the most studied because it represents the first level of regulation of genes and because technically speaking, it can be probed by widely accessible genome-wide mRNA expression profiling techniques [2,5-7,9,10]. Post-transcriptional regulation including translation control and mRNA decay is also used by cells to modulate gene expression in a wide range of biological situations and is critical under conditions that require sudden and precise changes in protein levels including the cellular response to stress and apoptosis [11-15]. For example, a global inhibition of protein synthesis has been reported under different types of stress including: entry into diauxic shift [13], ethanol exposure [14], oxidative [15] and osmotic stress [16]. Inhibition of protein synthesis prevents continued gene expression during potentially error-prone conditions and may accelerate the turnover of existing mRNAs [15]. In yeast, translational regulation occurs by several mechanisms, including decreased synthesis of rRNA, reduction in steady state levels of the translation initiation complex eIF4F (composed of eIF4Ep, eIF4Gp, and eIF4Ap) [17], and phosphorylation of the alpha subunit of the initiation factor eIF2 (eIF2αp, encoded by *SUI2*) [18,19].

Yeast cells mount changes in gene expression that are coordinated with changes in the translatome in their response to different types of environmental stresses [9,10]. This co-regulation of genes by transcription and translation has been demonstrated for genes that fall within functional categories of carbohydrate metabolism and energy production and is believed to be important for activating the environmental stress response (ESR) [10]. The extent of co-regulation can be correlated to the severity of the stress involved. Therefore, we examined both transcriptional and post-transcriptional mechanisms and their coordination in order to uncover potentially important stress response genes.

Cytoplasmic processing bodies or P-bodies are ribonucleoprotein aggregates that have been implicated in storage of mRNAs, translation repression, and mRNA degradation [20], another means of post-transcriptional regulation. P-bodies exist in yeast with similar function and protein composition to P-bodies in mammalian cells. For different stresses, a decrease in mRNA translation rate correlates with an increase in the formation of P-bodies, where non-translating mRNAs can be sequestered into these structures [20]. Dcp2p is a protein of the P-bodies found in yeast cells and has been used as a marker for *in vivo *localization studies [20,21]. Therefore, we analyzed mRNA composition of Dcp2p-mCh-positive immunoprecipitated protein fractions in our *myo1Δ *strain to determine if these fractions were involved in the post-transcriptional regulation of the differentially expressed genes.

Here, we studied the relative abundance of translationally regulated genes by microarrays analysis. The regulated genes were then classified according to their biological functions. This analysis reiterated the importance of protein biosynthesis down regulation found before [6] and showed a significant number of ribosomal protein (RP) genes that were down regulated at the transcriptional level were also translationally repressed in the *myo1Δ *mutant. The polyribosome distribution of representative RP mRNAs supported the results from the DNA microarrays. The *myo1Δ *cells down regulated translation by Gcn2p-dependent phosphorylation of eIF2αp and reduced steady state levels of the translation initiation factor eIF4Gp, suggesting that the *TOR *pathway may be involved in the *myo1Δ *stress response in addition to the *PKC1 *cell wall integrity pathway. The conclusion of this study is that post-transcriptional regulation of gene expression is an important mechanism for cell survival under conditions of impaired cytokinesis and cell wall stress in the *myo1Δ *mutant.

## Methods

### Strains and Growth conditions

Experiments were performed using *Saccharomyces cerevisiae *wild type, *myo1*Δ, *gcn2*Δ, and *myo1*Δ*gcn2*Δ, strains (Table 1). Cultures were grown overnight at 26°C between 0.5-0.8 OD_600 _in Complete Synthetic Media (CSM) supplemented with 2% glucose and 1× Nitrogen base, with continuous shaking at 200 rpm. Dr. Brian C. Rymond kindly provided a *GCN2 *null mutation strain. A *myo1Δgcn2Δ *double mutant was constructed by replacing the *MYO1 *gene with a *HIS5 *module by homologous recombination using a PCR- based method. This strain was transformed with a plasmid copy of *MYO1^+ ^(pRS316-MYO1^+^) *to test for rescue of the double mutant phenotype. Colonies were confirmed by PCR analysis. For visualization of P-bodies structures by fluorescence microscopy, wild type and *myo1*Δ strains were transformed using a Dcp2p-mCh (p1658) plasmid (kindly provided by Dr. Roy Parker) by the LiOAC method [22]. Microscopic examination was performed as previously described [23]. Briefly, live transformed cells were wet-mounted on a glass slide with cover slip, illuminated with U.V. light using a Texas Red filter with 596 nm excitation and 620 nm emission wavelengths (Olympus America, Inc., Melville, NY). Images were observed at 100× magnification and photographed with a Spot RT-cooled CCD camera (Diagnostic Instruments Inc., Sterling Heights, MI). For the quantification of P-bodies by fluorescence microscopy Dcp2p-mCh-positive structures were counted in a minimum total of 100 cells. The percent of P-bodies was averaged from 3 independent experiments using the following formula: (number of P-bodies/number of cells counted) × 100.

**Table 1:** Strains used in this study.

Strain	Genotype	Source
YJR12 (wild type, wt)	MAT α trp1 ura3 leu2-3 his3delta1 ADE+ ARG+ cyh^R^	Lab Strain
YJR13 (*myo1Δ*)	MAT a trp1 ura3 leu2-3 his3delta1 ADE+ ARG cyh^R ^myo1delta::HIS5+	Lab Strain
*gcn2Δ*	MAT α his3delta1 leu2delta0 met15delta0 ura3delta0 gcn2delta::kanMX4	B. Rymond
*myo1Δgcn2Δ*	MAT α his3delta1 leu2delta0 met15delta0 ura3delta0 gcn2delta::kanMX4 myo1delta::HIS5+	This study
YJR12 p1658 *(pDCP2-mCh)*	MAT α trp1 ura3 leu2-3 his3delta1 ADE+ ARG+ cyh^R ^pDcp2p-mCh	This study
YJR13 p1658 *(myo1Δ pDCP2-mCh)* *myo1Δgcn2ΔpRS316-MYO1^+^*	MAT a trp1 ura3 leu2-3 his3delta1 ADE+ ARG cyhRmyo1delta::HIS5+ pDcp2p-mCh MAT α his3delta1 leu2delta0 met15delta0 ura3delta0 gcn2delta::kanMX4 myo1delta::HIS5+ pRS316-MYO1+	This study This study

### Viability assays

Viability assays were performed using 1 × 10 ^7 ^cell/ml aliquots taken from cultures at OD_600 nm _between 0.5-0.8. For agar plate assays, 5 μl from 1/10 serial dilutions (ranging from 10^7 ^to 10^3 ^cell/ml) were inoculated in CSM agar plates. Plates were incubated at 27°C for three days. Growth curves were also performed to validate these observations by inoculating 1 × 10 ^7 ^cell/ml aliquots in CSM media. OD_600 nm _measurements were taken every two hours for up to eight hours.

### Ribosome fractionation by differential centrifugation

Yeast cells were treated with 50 μg/ml of cycloheximide to halt translation immediately before harvesting by centrifugation (2,061 × g for 5 min at 4°C). Cell pellets were washed with ice-cold lysis buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 7 mM MgCl_2, _1 mM DTT, 1 mM PMSF and 50 μg/ml cycloheximide) and then resuspended in 1.5 ml of lysis buffer together with a quarter volume of acid-washed 0.5 mm glass beads. Cells were disrupted by vortex mixing for 20 seconds with 30-second intervals on ice (repeated 10 times). Unbroken cells and large debris were removed by a low speed spin (800 × g for 10 min at 4°C). The supernatant was centrifuged at 10,000 × g for 30 min at 4°C, yielding supernatant (S10) and pellet (P10). Supernatant S10 was collected, layered onto an equal volume of a 50% sucrose solution and centrifuged at 100,000 × g for 60 min at 4°C (Beckman 80 Ti rotor) thereby yielding supernatant S100 and ribosomal pellet P100. A novel method has been described recently for affinity purification of ribosomes [10]. This method allows purification of polysomes that are devoid of non-ribosomal cellular components which may co-purify with ribosomes by the classical 50% sucrose cushion method used here and can increase recovery of free ribosomes and/or lighter polysomes that may remain in the S100 fraction [[10], and our unpublished observations].

### RNA Extraction

Ribosomal pellets contained in P100 fractions, immunoprecipitation eluates, and sucrose density gradient fractions, were all resuspended in a guanidine thiocyanate buffer containing 10% mercaptoethanol (RLT buffer, RNeasy Mini Kit, Qiagen). RNA was extracted using the RNeasy Mini Kit for isolation of total RNA (Qiagen, Valencia, CA) following the manufacturer's instructions. RNA concentrations were determined by measuring absorbance at 260 nm using a Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE). The purity and integrity of the RNA was monitored by electrophoresis using an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA) following the manufacturer's instructions. Typically we obtained approximately 20 μg of RNA from ribosome pellets and 0.1 μg of RNA from immunoprecipitation experiments. A control for DNA contamination (PCR of the RNA without a prior RT reaction) was routinely performed for each total RNA preparation.

### Yeast oligonucleotide microarray hybridization and analysis

Microarray hybridization experiments were each conducted with three biological and one technical replicates using total RNA extracted from ribosomal pellets of wild type and *myo1Δ *strains. Experiments were performed as described in [6], 1.0 μg of total RNA extracted from ribosomal pellets was amplified using the Low RNA Input Fluorescent Linear Amplification kit (Agilent Technologies, Palo Alto, CA). Amplified cRNA was labeled with 10 mM Cyanine 5-CTP (Cy5) or Cyanine 3-CTP (Cy3) (Perkin Elmer Life Sciences, Boston, MA). Labeled cRNAs were purified with Qiagen RNeasy mini spin columns and dye incorporation was monitored on an Agilent Bioanalyzer. Hybridization of Cy5 and Cy3 labeled cRNAs were performed using Yeast Oligo Microarrays slides and hybridization kit from Agilent Technologies (Sheldon Manufacturing, Cornelius, Oregon) at 60°C overnight. Slides were washed and scanned with a VersArray Chip Reader system (Bio-Rad, Hercules, CA) at a resolution of 5 μm with detector sensitivity values set between 704-800 and laser power at 85%. Scanned images were transferred to the Imagene 3.0 software program (Biodiscovery, El Segundo, CA) for further analysis to locate spots, adjust the appropriate grid, and obtain the Cy3 and Cy5 TIFF files. The microarrays raw data was then analyzed using Limma software (Bioconductor Package 1.7) [24]. The individual data sets were normalized using the locally weighted linear regression (Lowess) within each array. After normalization, the difference between the experimental and control signal was calculated, replicates were combined, and their averages were calculated. The fold change in gene expression was calculated by 2^(M)^, where M is the log_2_-fold change ratio after background correction and normalization. An Empirical Bayes Statistics for differential expression analysis (eBayes statistics) was performed [25]. A p-value ≤ 0.01 was established as the cutoff for differential expression. In addition, a false discovery rate (FDR) was performed with Limma software [26]. Microarray raw and processed data are available at the Gene Expression Omnibus (GEO) site of NCBI GSE20203 http://www.ncbi.nlm.nih.gov/geo/

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis was performed using the Limma package of Bioconductor [27]. Briefly, a gene set file was created classifying all the genes included in the microarray into groups according to their specific involvement in a biological process. From this gene set, a total of 25 categories were represented according to the Osprey network visualization software [Additional file 1] [28], matching the category with the t-value. Then, the Limma software calculated the average of the t-values for each biological process category to determine the average fold-change for the category. The significance of differential expression was determined through an enrichment analysis by calculating the significance after 10,000 permutations. The initial cutoff to determine that the gene set was differentially expressed was p≤ 0.01. The final corrected p-value obtained using the Bonferroni correction was p≤ 0.00056.

### Confirmation of microarray data by real time RT-PCR

Microarray results were corroborated by real time RT-PCR analysis using a subset of genes involved in cell wall and ribosome biogenesis. Real Time RT-PCR was performed with 25 ng of RNA extracted from ribosomal pellets using Quantitec SYBR Green RT-PCR kit (Qiagen, Valencia, CA) with primers at 0.5 μM (Table 2) and a final reaction volume of 25 μl. The reactions were performed following the conditions recommended by the manufacturer using the iCycler iQ Multicolor real time PCR detection system (Bio-Rad, Hercules, CA). The PCR quantification and melting curves were generated using the iCycler software (Bio-Rad, Hercules, CA). The fold change was determined by the 2^ΔΔCt ^method [29]. The ΔC_t _of the control and experimental samples was calculated from the threshold cycle of the target gene minus the threshold cycle of the reference gene (*ACT1*) in triplicate experiments. The ΔΔC_t _was then calculated by subtracting the averaged ΔC_t _of the control samples minus the averaged ΔC_t _of the experimental sample. Reagent controls were included to test for DNA contamination.

**Table 2:** Primers used in this study.

Gene	Forward Primer	Reverse Primer
*RPL3*	5'-GACGGTGCTGGTATTGAAAG-3'	5'-CCAGTCAACCTTTTCAGAGA-3'
*RPL7B*	5'-ACCAAGGCTACTTTGGAACT-3'	5'-GCTTCGATGATAGCATTGTC-3'
*RPS8A*	5'-GGTAACTTTTCTTGGGCTTC-3'	5'-GAACCATTGTCTGAATGGAG-3'
*CHS6*	5'-GAAAAGGCTCTCTTCGCAAT-3'	5'-TTCCAATTCCTCAACGTTCC-3'
*CHS3*	5'-GGCGACGTTTTGGATTTAGA-3'	5'-GCCCATTTGACAAAACCAAC-3'
*PIR3*	5'-CTCTATCGTTGCCAACAGACAGTT-3'	5'-CCAACCAGCAGCATAGATAGCA-3'
*CHS4*	5'-GCTACTCATCCGGAGCATTT-3'	5'-TGCGATGCTCTGTAAGCACT-3'
*KTR2*	5'-TGGTAGAACGCAATACGC-3'	5'-TGACTTTGACCCACCGTA-3'
*PST1*	5'-TCAAGGCTGCTGCTTCT-3'	5'-TGATTGCCGTCAAAAGAC-3'
*YPS4*	5'-AGTACGAGGGCCAACTGT-3'	5'-GTGTCAATGTGATGTTG-3'
*PRT1*	5'-CTCAATGAACGATGCTAAAAA -3'	5'- CTGAATTCGGTGTCAAAGTC-3'
*TIF2*	5'-TTTCACCTTACTTCCACCAA-3'	5'-ACCTTCCAAAGTCAATTCATC-3'
*TIF5*	5'-TTCCAAGAAGAAGAAGAAAGC-3'	5'-CTTCGTCATGATGTTGTGG-3'
*TIF11*	5'-AAGGAAGAAGGCCAAGAATA-3'	5'-GTCCCATCCAGACTTTCTTT-3'
*GCD7*	5'-GTTACAGAGGGGTTCCCTAA-3'	5'-GCTTTAGTGCCGATAATAACC-3'
*GCD11*	5'-TGGTGTTTTCAAATTAGGTGA-3'	5'-AGCAAACTTCAAGTCATTTTGT-3'
*ACT1*	5'-GCCATTTTGAGAATCGATTTG-3'	5'- GAAGTCCAAGGCGACGTAAC-3'

### Sucrose Density Gradients

Wild type and *myo1Δ *strains were grown overnight at 26°C to an optical density between 0.5-0.8 (OD_600_) in 200 ml complete synthetic media (CSM, 2% glucose and 1× nitrogen base). At the time of harvest, 1 ml of 5 mg/ml cycloheximide was added per 50 ml of yeast culture, then cultures were chilled on ice for 5 min. Pelleted cells were resuspended in 2.5 ml of lysis buffer (20 mM Tris-HCl, pH 8, 140 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 50 μg/ml cycloheximide and 0.5 mg/ml Heparin). Cells were disrupted by vortexing for 20 s with 30 s intervals on ice (10 times). After cell lysis, glass beads and excess cell debris was removed by centrifugation at 2,061 × g for 5 min. at 4°C. The supernatant was transferred to a 1.5 ml microcentrifuge tube and centrifuged at 8,072 × g for 5 min at 4°C. RNA content in the resulting supernatant was determined by ultraviolet light absorbance at 260 nanometers wavelength (A_260_). 60 A_260 _absorbance units were layered onto 11 ml, 10% to 50% sucrose density gradients. The gradients were sedimented via centrifugation at 100,000 × g for 160 min at 4°C in a Beckman SW41 rotor. Forty-five fractions of 250 μl were collected from top to bottom of each gradient and A_260 _was measured. Consecutive fractions were pooled, generating a total of nine fractions for each gradient. Guanidine thiocyanate buffer containing 10% mercaptoethanol was added to each fraction and RNA extraction was performed as previously described. Extracts prepared from the wild type strain were employed to establish the normal profile for these culture conditions. The profiles included peaks with densities corresponding to 40 S and 60 S subunits preceding the monosomes (80 S fraction), and the polysomes were indicated. The agarose gels were included below each density profile to illustrate the electropherograms of rRNA derived from each pooled gradient fraction and their lane numbers correspond to each of the numbered fractions identified in the sucrose density gradient profiles.

### RT- PCR Analysis

For RT-PCR analysis, first-strand cDNA was synthesized from 25 ng of RNA in a total volume of 10 μl. The procedure was performed using the Quantitec Reverse Transcription kit (Qiagen, Valencia, CA) following the manufacturer's instructions. Reverse transcriptase reactions were carried out for 15 min at 42°C followed by heat inactivation for 3 min at 95°C. For each PCR reaction 3 μl of the cDNA reaction mixture together with 25 mM MgCl_2_, 10 mM dNTP, 5× FlexiGo Taq Buffer, 10 mM PCR-specific primers (Table 2) and 5 units Taq polymerase were used. The amplification reactions were performed for 30 cycles (each cycle consisted of 1 min at 94°C, 1 min at 55.7°C, and 1 min at 72 °C). Real-time RT-PCR experiments were performed in triplicate for microarray validations of a subset of genes and the quantitative data was obtained directly from the instrument (BioRad iCycler) (Table 3 and 4). Semi-quantitative RT-PCR experiments for validation of regulated mRNAs from polysome gradient fractions were performed in duplicate. The RT-PCR products were examined by 2% agarose gel electrophoresis and scanning densitometry. Quantification of mRNAs from RT-PCR experiments was determined by dividing the value of pixels/square area (mm) from the experimental mRNA RT-PCR product by the value of pixels/square area (mm) generated by *ACT1 *mRNA RT-PCR products from the same sample and averaging the results of two experiments. The Standard Error of the Mean (S.E.M.) was calculated for each experiment and results were expressed in histogram form with each set of gel images.

**Table 3:** Confirmation of microarray data by real time RT-PCR assay on a selected set of mRNAs from myo1Δ strains.

Gene	Fold Change in Microarray (p ≤ 0.01)	Fold Change by Real Time RT-PCR (± s.d.)
*RPS8A*	-7.5	-8.0 ± 0.35
*RPL7B*	-1.6	-3.6 ± 0.20
*RPL3*	-2.5	-2.3 ± 0.33
*CHS3*	-1.9	-1.3 ± 0.21
*CHS6*	1.3	1.4 ± 0.10
*YPS4*	1.6	1.5 ± 0.33
*KTR2*	2.7	1.9 ± 0.12
*PST1*	5.0	3.9 ± 0.19
*PIR3*	15.0	2.3 ± 0.18

**Table 4:** Translation initiation factors down regulated in myo1Δ strains.

Initiation Factor/Gene Names	**Function **(http://www.yeastgenome.org)	Fold Change in Microarray (p≤0.01)	Fold Change by Real Time RT-PCR (± s.d.)
eIF1Ad (*TIF11)*	Forms a complex with Sui1p (eIF1) and the 40 S ribosomal subunit and scans for the start codon	-2.41	-2.52 ± 0.42
eIF2γ (*GCD11*)	Identification of the start codon	-1.43	-1.26 ± 0.21
eIF2Bβ (*GCD7*)	Guanine-nucleotide exchange factor for eIF2	-1.29	-1.38 ± 0.27
eIF5 (*TIF5*)	GTPase-activating protein mediates hydrolysis of ribosome-bound GTP	-1.25	-1.60 ± 0.47
eIF4A (*TIF2*)	RNA helicase	-1.32	-2.14 ± 0.50
eIF3β (*PRT1*)	Binding of mRNA and Met- tRNA_i _to ribosomes	-1.39	-1.87 ± 0.10

### Western Blot Analysis

Cells were centrifuged for 5 minutes at 2,061 × g, washed in ice cold CSM media and resuspended in lysis buffer (50 mM Tris-HCl, pH 7.5, 10% glycerol, 1% Triton × 100, 0.1% SDS, 150 mM NaCl, 5 mM EDTA, 5× Protease Inhibitor Cocktail (50× stock; Roche), 10 mM PMSF). Cells were disrupted by vortex mixing for 20 seconds with 30-second intervals on ice (repeated 10 times). Protein extract was centrifuged at 15,115 × g for 10 minutes at 4°C, the supernatant was removed and quantified using the DC Protein Assay method (Bio-Rad, Hercules, CA). Total protein extracts (75 μg) were separated in a 10% SDS-PAGE gel and transferred to a nitrocellulose membrane at 0.37A for 1 h in a Mini Trans Blot Cell (Bio-Rad, Hercules, CA) at 4°C. For analysis of phosphorylated eIF2α, the membrane was incubated with anti-phospho-eIF2α polyclonal antibody (1:1000) in TBS (Tris Buffered Saline, Sigma Aldrich) containing 0.1% Tween 20 5% BSA (Bovine Serum Albumin, Sigma Aldrich) at 4°C overnight and rinsed in TBS 0.1% Tween 20 three times at 10 minutes per wash (Invitrogen, Camarillo, CA). Membranes were stripped and reprobed with a rabbit polyclonal antibody that recognized both the phosphorylated and unphosphorylated forms of eIF2αp from yeast (a generous gift by Dr. Thomas E. Dever). Finally, membranes were probed with monoclonal antibody against Pgk1p (1:125 dilution) (Invitrogen, Camarillo, CA) as a loading control. For eIF4Gp and eIF4Ep, membranes were incubated with a rabbit polyclonal anti-eIF4Gp (1:1000) and anti- eIF4Ep (1:500) (kindly provided by Dr. Peter Reid). Dcp2p-mCh was detected using 1:1000 anti-DsRed (CloneTech, Palo Alto, CA) polyclonal antibodies. After binding of the primary antibody, the washed membranes were incubated with a secondary antibody conjugated to HRP at a 1:5000 dilution for 1 hour at room temperature and washed again as described, developed with a chemiluminescent substrate (Super Signal West Pico, Thermo Scientific), and exposed to X-ray film at multiple exposure times. X-ray films were scanned with a Molecular Imager FX Pro Plus (BioRad) and digital image intensities were quantified using Quantity One 4.5.2 software (BioRad). The values derived from the ratio of the intensity of the test protein band relative to the intensity of its PGK loading control were averaged from duplicate experiments.

### eIF2α-P and Dcp2p-mCh immunoprecipitation

For immunoprecipitation experiments, 3 μg of total protein extracts were incubated with anti-DsRed, an anti-mCherry antibody (CloneTech, Palo Alto, CA), or anti-phospho-eIF2α (eIF2α-P) (Invitrogen, Camarillo, CA,) polyclonal antibodies (1:100) and Protein A immunobeads overnight at 4°C. The beads were washed four times with wash buffers (Buffer A1, 50 mM Tris-HCl pH 7.5,1 mM EDTA, 1% NP-40, 150 mM NaCl; Buffer A2, 50 mM Tris-HCl pH 7.5,1% NP-40, 150 mM NaCl; and Buffer A3, 50 mM Tris-HCl pH 7.5, 1% Np-40) and samples were divided into two aliquots. For protein analysis, IP supernatant was analyzed by 8% SDS-PAGE and Western blot analysis was performed as previously described. For RNA isolation, the antibody-reacted Protein A immunobeads were resuspended in 200 μl of RLT buffer. RNA was extracted using the RNeasy Mini Kit (Qiagen) for isolation of total RNA. Typically, a yield of 0.1 μg of RNA was obtained from an initial input of 3 μg of total cellular protein extract. RT-PCR analyses were performed from duplicate immunoprecipitation experiments using specific primers for *RPS8A, RPL7B, RPL3, CHS4, PIR3 *and *ACT1 *mRNAs as previously described. Positive control experiments were conducted with wild-type strains using equivalent amounts of isolated mRNA extracted from eIF4Ep immunoprecipitated fractions. These experiments yielded positive RT-PCR signals for the *RPS8A, RPL7B, RPL3, CHS4, PIR3 *and *ACT1 *mRNAs tested [Additional file 2], thereby providing proof that the input mRNA extracted from the immunoprecipitated proteins in this study was not degraded. An equivalent amount (0.1 μg) of input total RNA (extracted from cell lysates prior to immunoprecipitation) was amplified by RT-PCR with each primer pair to demonstrate that positive amplification of the specific mRNAs with each primer pair was efficient and specific [Additional file 3]. Mock immunoprecipitations were performed as a negative control for both the anti-Ds-red and anti-eIF2α-P experiments using total protein extract from wild-type strains incubated with Protein A immunobeads alone followed by RT-PCR amplification of the eluted fraction to corroborate the specificity of the co-precipitated mRNAs.

## Results

### Identification of differentially translated mRNAs in *myo1Δ *strains

To identify mRNAs that may be differentially regulated under stress conditions by post-transcriptional mechanisms, yeast oligonucleotide microarray studies were conducted using mRNA targets derived from ribosome fractions of wild type and *myo1Δ *strains. 

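Ribosome-bound RNA of myo1Δ and wild type cells was compared on 4 Agilent yeast oligonucleotide arrays, each hybridized with RNA of both strains in different dyes. The wild type strain was MAT α and the myo1Δ strain MAT a, and the ploidy of the cells was not measured. Cells were grown in synthetic medium with glucose at 26°C and treated with cycloheximide at 50 μg/ml, given to halt translation. Both strains are listed as cyhR, a marker of cycloheximide resistance, and the effect of the drug on them was not tested here. Ribosomes were pelleted at 100000 g over a layer of 50% sucrose, and 1 μg of the RNA in the pellet was amplified and labelled for each strain. This RNA can include mRNAs on single ribosomes as well as on polysomes. The paper states that lighter polysomes may stay in the supernatant and that non-ribosomal material may be pelleted too. The myo1Δ RNA carried Cy3 on replicates 1 and 3 and Cy5 on replicates 2 and 4. The paper counts 3 biological replicates and 1 technical replicate without naming the technical one in its text, and each p-value here treats the 4 arrays as independent. Each array held 6256 genes, with 1 probe per gene printed in 7 spots.

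The deposited scanner tables gave the brightness of each spot and of its surroundings in each dye as an intensity on a linear scale, as ImaGene wrote it and without normalization. Background was corrected with normexp and an offset of 50, each array was normalized by loess with the marked spots at weight 0, and the log2 ratio of myo1Δ over wild type was averaged over the 7 spots of a gene. Ratios were tested with limma over the 4 arrays, with the dye orientation as the sign of each array, and p-values were adjusted by Benjamini-Hochberg over the 6256 genes. The image software had marked 79.9% of the gene spots on replicate 1 as empty or poor, and 53.8%, 52.4% and 56.7% on replicates 2, 3 and 4. On replicate 1, 1093 genes were well above background in myo1Δ RNA and 582 in wild type RNA. The other arrays had 3365 to 3966 such genes in myo1Δ RNA and 3631 to 4271 in wild type RNA. The number of arrays and the faint signal of replicate 1 limit the precision. Across genes, which are not independent replicates, the ratios of pairs of arrays had correlations between 0.61 and 0.90. The 0.90 belongs to replicates 2 and 4, which share a dye orientation. Replicates 1 and 3, which share the other, had 0.77.

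The scanner tables do not state which image was taken in which dye, so the direction of every ratio is the likely one and not a recorded fact. It was set once for all 4 arrays, from the genotypes of the strains, MYO1 included, and the directions in the paper's tables. The order of the dyes in the names of the scans, if it were the order of the images, would turn replicates 1 and 3 alone, and with the signs so turned limma called 0 genes. In this direction 38 of 39 genes with a value in Tables 3 to 5 or in the text had the sign that the paper gives. The choice of direction helped to fix this match, so it is not independent evidence for it. MYO1, the myosin heavy chain gene deleted in the mutant, had a log2 ratio of -0.48 ± 0.51 (SD, n = 4 arrays, adjusted p = 0.101). It was well above background on 2 arrays in wild type RNA and on none in myo1Δ RNA. ACT1, which encodes actin, had a log2 ratio of -0.15 ± 0.14 (adjusted p = 0.361), and this ratio is positive under 2 other settings, at 0.28 with the authors' own value table and at 0.44 with the marks left unused. Centring each array on its median in place of loess moved the median of all genes from 0.10 to -0.08 on the log2 scale.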

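Among genes that passed the test with the same sign on all 4 arrays, the largest rises in myo1Δ ribosome-bound RNA included hexose transporters and a cell wall asparaginase. HXT6 and HXT7, high-affinity glucose transporters with near-identical sequences, had log2 ratios of 5.11 ± 0.31 and 5.16 ± 0.54 (SD, n = 4 arrays, adjusted p = 3.05e-06 and 9.86e-06), each with wild type signal above background on 1 array. HXT4, a related transporter, was at least 15.3-fold higher (adjusted p = 3.54e-05), since its wild type signal was above background on no array. The 4 copies of ASP3, which encode the cell wall asparaginase and whose sequences cannot be told apart by probes, were at least 23.6-fold to at least 35.1-fold higher (adjusted p between 3.54e-05 and 0.000505). EGO4 had a log2 ratio of 4.67 ± 0.95 (SD, adjusted p = 6.99e-05), with wild type signal above background on 1 array. HXK1 and HSP30 complete the 10 largest rises. Among the largest falls were MF(ALPHA)1, the gene for the pheromone of MAT α cells, at least 13.4-fold lower in the MAT a mutant (adjusted p = 0.000279), and 3 metabolic genes. These were DLD3, a D-lactate dehydrogenase, at -3.40 ± 2.01 (adjusted p = 0.00492), CIT2, the peroxisomal citrate synthase, at -3.08 ± 2.12 (adjusted p = 0.00926), and ALD6, an aldehyde dehydrogenase, at -2.97 ± 1.52 (adjusted p = 0.00271). Their SDs include a split by dye orientation. On replicates 1 and 3 DLD3 was at -1.17 and -2.34 and CIT2 at -1.1 and -1.5. On replicates 2 and 4, with myo1Δ RNA in Cy5, DLD3 was at -5.61 and -4.47 and CIT2 at -5.2 and -4.6. Of the 10 largest falls, HTB2 alone was not lower on both of replicates 2 and 4 than on both of replicates 1 and 3. It lay between -2.90 and -2.38 on all arrays. The ribosomal protein genes RPS8A, RPS9B, RPL32 and RPL41A and the histone genes HTA2 and HTB2 complete the 10 largest falls.

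At an adjusted p under 0.05 from limma, 1882 of the 6256 genes differed between the strains, 1050 higher and 832 lower in myo1Δ. These counts include 74 genes well above background in neither strain on any array, for which no fold is given. At an unadjusted p of 0.01 or less, 1684 genes differed, 933 higher and 751 lower, and 674 of them changed by 2-fold or more. Genes of chromosome II had a median log2 ratio of -0.53, against medians of 0.08 to 0.25 on the other 15 nuclear chromosomes. Of the 428 genes of chromosome II on the array, 27 were higher and 221 lower at an adjusted p under 0.05. Without background correction 687 genes passed, 1220 passed without replicate 3 and 1190 without replicate 4. With 1 pair of arrays averaged as 1 replicate, the count ran from 1308 (replicates 3 and 4) to 2374 (replicates 1 and 2). Of 1213 genes well above background in at least 1 dye on all 4 arrays, 608 passed when the test was run on these genes alone.

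**Figure D1:**
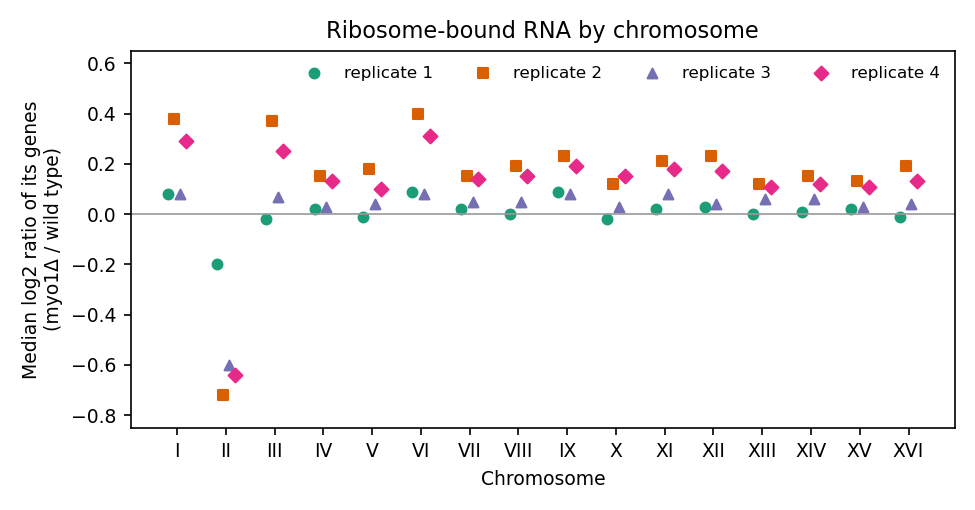
Median log2 ratio of myo1Δ over wild type ribosome-bound RNA for the genes of each nuclear chromosome, with 1 point per array. The 4 arrays lie between -0.72 and -0.20 on chromosome II and between -0.02 and 0.40 on the other 15 chromosomes.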

A total of 1,301 mRNAs were differentially bound to the *myo1Δ *ribosomes (p ≤ 0.01) [Additional file 4] of which 560 were down regulated and 741 were up regulated in the *myo1Δ *strain compared to the wild type control strains. 

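Many genes outside the co-regulated set of Additional file 5 differed in ribosome-bound RNA. Among those that rose in myo1Δ were NDE1, an NADH dehydrogenase of the outer face of the mitochondrial inner membrane, at a log2 ratio of 2.03 ± 0.40 (SD, n = 4 arrays, adjusted p = 0.000168 from limma), LYS9, an enzyme of lysine synthesis, at 1.79 ± 0.35 (adjusted p = 0.000213), and EDC2, an activator of mRNA decapping, at 1.47 ± 0.20 (adjusted p = 0.000224). Among those that fell were EFB1, a subunit of translation elongation factor 1, at -1.38 ± 0.42 (adjusted p = 0.000972), THS1, the threonyl-tRNA synthetase, at -1.02 ± 0.24 (adjusted p = 0.00124), and CDC5, the polo kinase of mitosis, at -0.72 ± 0.23 (adjusted p = 0.00574). Of the 6052 genes on the arrays that are not in Additional file 5, 1491 had an unadjusted p of 0.01 or less, 830 higher and 661 lower. A change of 2-fold or more was found for 543 of them, 309 higher and 234 lower. Without background correction 46 genes reached both limits, and 188 did when the test was run on the genes well above background alone. The transcription values that divide the genes come from an earlier study of total RNA and are not on these arrays.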

A net 1097 mRNAs were classified as uniquely regulated at the level of translation (of which 266 changed ≥ 2-fold) (Figure 1A) representing approximately 67% of a total of 1644 regulated genes compared to 21% of the genes identified by a previous global mRNA expression analysis [6]. 

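CTT1, the cytosolic catalase, and MEP2, an ammonium permease, are in Additional file 5 and rose in myo1Δ ribosome-bound RNA, by 2.33 ± 0.31 and 2.14 ± 0.55 on the log2 scale (SD, n = 4 arrays, adjusted p = 6.04e-05 and 0.000319 from limma). CLB1, a mitotic cyclin, and GRS1, the glycyl-tRNA synthetase on chromosome II, are in the same file and fell, with log2 ratios of -1.31 ± 0.48 (adjusted p = 0.00157) and -1.80 ± 0.23 (adjusted p = 0.000122). All 204 genes of Additional file 5 were on the arrays, and 202 of them had here the sign that the paper gives for transcription, 105 higher and 97 lower. An adjusted p under 0.05 was found for 195 of these 202. The 2 genes with the opposite sign rose here, are lower in the paper's transcription column and are higher in its translation column. They are DDR48, a stress protein, at 1.47 ± 0.28 (adjusted p = 0.000352), and SLX8, a subunit of a SUMO-targeted ubiquitin ligase, at 0.71 ± 0.27 (adjusted p = 0.00737), both named after their values were seen. The set holds 44 ribosomal protein genes and 19 genes of chromosome II. The study chose these genes partly on the same arrays, so the count is not independent evidence of their direction, and no test was made. When the arrays were limited to genes well above background in at least 1 dye on all 4 of them, 89 co-regulated genes had the sign of transcription. The ratios are the same in this setting, so the lower count reflects genes left out and not changed signs.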

A total of 204 genes representing 12% of the regulated genes were co-regulated at both the translational and transcriptional levels, where the majority of the co-regulated genes were regulated in the same direction (unidirectional regulation). These co-regulated genes are identified with their corresponding GO annotations and log2-transformed fold change ratios [Additional file 5]. The GO Biological Functions included: protein biosynthesis, metabolism, stress response, cell organization and biogenesis, transport and carbohydrate metabolism among other less represented categories [Additional file 5].

**Figure 1:**
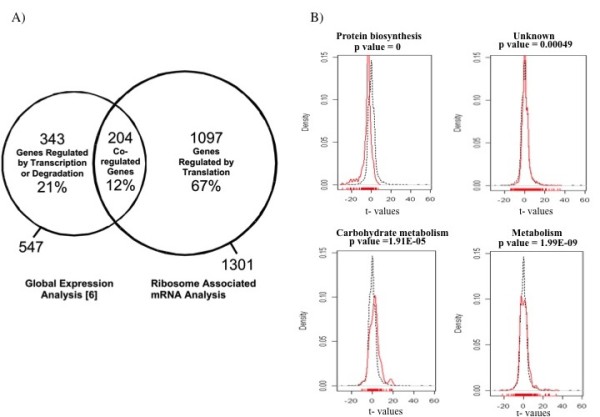
**Results of microarray analysis in *myo1Δ *strains**. A) Venn diagram illustrating the relative percentage of regulated genes. Results of global expression of mRNAs were extracted from Rodríguez-Quiñones et al. [6]. Ribosome-associated mRNAs regulated by translation were identified in the current study. Co-regulated genes are defined as differentially expressed mRNAs that were regulated in both the global analysis and ribosome-associated RNA studies. The percentage shown for each category of genes reflects the number of represented genes relative to the total number of regulated genes (1644). B) Gene Set Enrichment Analysis (GSEA) for Biological Process categories. Differentially regulated mRNAs were grouped according to Biological Process and represented graphically relative to the total population of genes in the yeast oligonucleotide microarray. Shown are histograms representing the distribution of individual genes by Density versus t-value. Only those Biological Process categories that reflected a statistically significant change in their average t-value are shown. The p-value cutoff was p≤ 0.00056. Red lines represent the distribution of genes in each specific Biological Process category. Black lines represent the distribution of all genes in the microarray. See Methods section for details.

To test our hypothesis that other genes of the cell wall damage transcription fingerprint [2,5] may be differentially regulated by post-transcriptional mechanisms, we checked the ribosome-associated mRNA results for representative members. Nine mRNAs of the cell wall damage fingerprint were up regulated in the ribosome pool derived from the *myo1Δ *strain, of which 4 were co-regulated at the transcriptional and post-transcriptional levels (Table 5). These were considered to be post-transcriptionally regulated cell wall stress genes. Furthermore, between the five transcriptionally up regulated genes that were previously reported and the five post-transcriptionally up regulated mRNAs identified here, we accounted for a total of 50% of the cell wall damage fingerprint (10/20) being activated in the *myo1Δ *strains. This number was below the number of genes reported to be up regulated in a *chs2Δ *mutant [7] and in a *fks1Δ *mutant (85% each) tested under identical experimental conditions [data not shown]. These observations will be discussed later.

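All 10 genes of Table 5 were higher in myo1Δ ribosome-bound RNA, and the highest ratios belonged to PIR3 and HSP12. PIR3, a cell wall protein bound to glucan, rose by 3.98 ± 0.37 on the log2 scale (SD, n = 4 arrays, adjusted p = 1.04e-05 from limma). HSP12, a small stress protein of the membrane, was at least 5.31-fold higher (adjusted p = 6.04e-05), with no wild type signal above background on any array. PST1, a cell wall protein, rose by 2.00 ± 0.43 (adjusted p = 0.00022), KTR2, a mannosyltransferase, by 1.26 ± 0.43 (adjusted p = 0.00136), and FBP26, a fructose bisphosphatase, by 1.14 ± 0.34 (adjusted p = 0.00135). SRL3, SED1, YPS3 and YHR097C rose by 1.25 ± 0.56, 0.84 ± 0.39, 0.81 ± 0.28 and 0.56 ± 0.35 (adjusted p = 0.00305, 0.00692, 0.00422 and 0.03). SLT2, the MAP kinase of the cell wall integrity pathway, had a log2 ratio of 1.10 ± 0.83 (adjusted p = 0.0193) and ranged from 0.21 to 2.20 over the arrays. All 10 genes passed an adjusted p under 0.05 over all genes and when adjusted over the list alone. The list had a median of 1.19 (camera adjusted p = 3.23e-06, and adjusted p = 0.283 with an estimated correlation). The study chose the genes other than SLT2 partly on these arrays, so the list is not independent evidence of the direction. Without background correction 4 of the 10 genes passed.

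**Figure D2:**
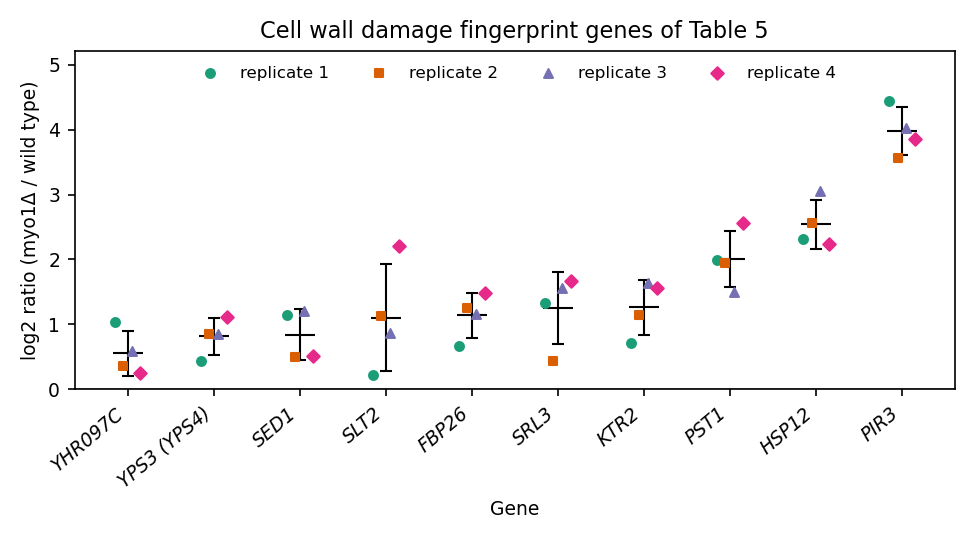
Log2 ratio of myo1Δ over wild type ribosome-bound RNA for the 10 genes of Table 5, with 1 point per array and bars for the mean and SD of 4 arrays. Every point lies above 0, and the means run from 0.56 for YHR097C to 3.98 for PIR3.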

**Table 5:** Genes representing the main transcriptional fingerprint for cell wall stress 11 that were regulated in myo1Δ strains.

Gene	Function	Fold Change (p ≤ 0.01)	
		Transcription	Translation
SLT2	Ser/Thr protein kinase	2.2	No change
FBP26	Fructose-2,6-bisphosphatase	2.2	1.9
HSP12	Heat Shock Protein	36.7	6.1
YHR097C	Unknown function	3.32	1.3
SED1	GPI-cell wall glycoprotein	3.7	2.8
KTR2	Mannosyltransferase	No change	2.71
PST1	Cell wall protein	No change	5.0
SRL3	Nucleic acid metabolic process	No change	2.14
YPS4	GPI-Aspartic protease	No change	1.64
PIR3	Cell wall glycoprotein	No change	15.2

Genes regulated by transcription were previously reported [6,7].

To analyze the global microarray data in terms of biological process categories, Gene Set Enrichment Analysis (GSEA) was performed [27]. For this analysis a gene set was created for all the 6,256 genes contained in the microarray according to their classification in 25 biological process categories referenced by Osprey network visualization software [28] [Additional file 1], considering the t-value for each gene, and then calculating the mean of the t-value of each category to determine the average fold-change for the category. The significance of differential expression was determined using the cut-off value of p ≤ 0.00056. Of the 25 categories considered for the GSEA, four categories had a corrected p-value below the cutoff (p-value≤0.00056). These categories were *protein biosynthesis*, *metabolism*, *carbohydrate metabolism *and genes of *unknown biological functions *(Figure 1B). 

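Genes that the array annotation places under stress response rose as a group in myo1Δ ribosome-bound RNA, and genes of protein biosynthesis and translational initiation fell. Of 42 stress response genes, 25 were higher and 3 lower at an adjusted p under 0.05 from limma, with a median log2 ratio of 0.80. Of 28 translational initiation genes, 2 were higher and 12 lower, with a median of -0.38. Genes of unknown process numbered 2762, of which 493 were higher and 175 lower, with a median of 0.18. Genes of ER to Golgi transport, with 2 of 58 higher and 9 lower, had a median of -0.16. The mean t of each category was set against 10000 random gene lists of the same size, for the 35 processes with at least 20 genes. The adjusted p was 0.001 for stress response, protein biosynthesis and unknown process, 0.003 for translational initiation and 0.01 for ER to Golgi transport and for mRNA-nucleus export (median -0.22). Mitochondrial translocation, regulation of transcription and transcription from Pol II promoters (adjusted p = 0.03 each) and mRNA splicing (adjusted p = 0.04) passed as well, with medians between -0.40 and -0.14. With the estimated correlation of camera, no category passed, and the adjusted p of these 10 were 0.369 for stress response and translational initiation and 0.665 for the others. These processes come from the annotation in the array tables, were chosen after the tables were read, and are not the 25 Osprey categories of Additional file 1.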

Among the four categories identified, *protein biosynthesis *and *carbohydrate metabolism *presented the most dramatic deviation from the normal (overall) distribution of t-values.

The histogram for the *carbohydrate metabolism *category reflected a shift in their distribution towards positive t-values (Figure 1B). 

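Genes of glycolysis changed in both directions in myo1Δ ribosome-bound RNA. TDH1, an isozyme of glyceraldehyde-3-phosphate dehydrogenase, rose by 3.06 ± 0.32 on the log2 scale (SD, n = 4 arrays, adjusted p = 3.02e-05 from limma) and GLK1, glucokinase, by 2.30 ± 0.44 (adjusted p = 0.000129). PYK2, a minor pyruvate kinase, was at least 2.3-fold higher (adjusted p = 0.000857), with wild type signal above background on no array. ENO2, the main enolase of glucose-grown cells, fell with a log2 ratio of -1.85 ± 0.53 (adjusted p = 0.000508), as did TDH2 at -0.74 ± 0.40 (adjusted p = 0.0122) and PGI1 of chromosome II, phosphoglucose isomerase, at -1.09 ± 0.31 (adjusted p = 0.00135). PYK2, TDH2 and PGI1 were named after their values were seen. TDH1 and TDH2, like ENO1 and ENO2, have similar sequences that may share signal. Of 21 genes of glycolysis and ethanol fermentation, 5 rose, 3 fell and 13 did not pass (5 higher and 4 lower when adjusted over the list alone). The list had a median log2 ratio of -0.15 and a mean t of 1.39, which differ in sign, and its mean t did not stand apart from random lists (permutation p = 0.3 from 10000 random lists). The direction of the median changed with the setting, from -0.51 without background correction to 0.48 with the marks left unused.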

Among the carbohydrate metabolism genes related to cell wall biosynthesis were 7 chitin biosynthesis genes- 4 up regulated and 3 down regulated genes [Additional file 6]. Genes involved in chitin synthesis and transport *CHS5 *(1.4), *CHS6 *(1.6) and *CHS7 *(1.4), and the essential N-acetylglucosamine-phosphate mutase, *PCM1 *(1.8 fold), were up regulated. However, there were decreases in representation of mRNAs for uridine diphosphate-N-acetylglucosamine (UDP-GlcNAc) transporter *YEA4 *(-1.2 fold), chitin synthase II *CHS2 *(-2.3 fold), and activator of Chs3p *CHS4 *(-2.2 fold), enzyme components that are an integral part of chitin biosynthesis.

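Chitin genes changed in both directions in myo1Δ ribosome-bound RNA. PCM1, an enzyme that makes the precursor of chitin, rose by 0.81 ± 0.06 on the log2 scale (SD, n = 4 arrays, adjusted p = 0.00166 from limma). CHS5, CHS6 and CHS7, which bring chitin synthase III to the cell surface, rose by 0.49 ± 0.07, 0.48 ± 0.26 and 0.48 ± 0.15 (adjusted p = 0.0153, 0.0346 and 0.0211). CHS2, the synthase of the primary septum, fell with a log2 ratio of -1.36 ± 0.41 (adjusted p = 0.000968), and so did CHS4 (SKT5), at -1.09 ± 0.16 (adjusted p = 0.000698). CHS3, the catalytic subunit of chitin synthase III, had a log2 ratio of -0.84 ± 0.67 (adjusted p = 0.0282), and it was higher on 1 of the 4 arrays. QRI1, the next enzyme of precursor synthesis after PCM1 and named after its value was seen, had a ratio of -0.38 ± 0.11 (adjusted p = 0.0457), and YEA4 had one of 0.30 ± 0.14 (adjusted p = 0.104), positive on all 4 arrays. Of the 12 chitin genes listed, 4 rose and 4 fell at an adjusted p under 0.05, and the same numbers passed when adjusted over the list alone. As a group they had a median of 0.23 and a mean of -0.07, which differ in sign (camera adjusted p = 0.885). CHS2, CHS3 and CHS4 lie on chromosome II, where the median of all genes was low, and outside it 4 chitin genes rose and 1 fell. Without replicate 2, 3 or 4 in turn, 1 gene rose and 2 fell.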

Genes for glucose and glycogen metabolism (which fall under the *carbohydrate metabolism *category) were also significantly activated with 11/14 co-regulated genes [Additional file 5], suggesting a vital importance for these gene functions. Among the most highly up regulated (> 5-fold) were *TPS1 *(5.3), that encodes the synthase subunit of trehalose-6-phosphate synthase/phosphatase complex, which synthesizes the storage carbohydrate trehalose; *GDB1 *(7.3), a glycogen debranching enzyme containing glucanotransferase and alpha-1,6-amyloglucosidase activities, required for glycogen degradation; *GLC3*(7.4), a glycogen branching enzyme, involved in glycogen accumulation; *UGP1*(9.1), a UDP-glucose pyrophosphorylase (UGPase) catalyses the reversible formation of UDP-Glc from glucose 1-phosphate and UTP; *GND2*(9.9), a 6-phosphogluconate dehydrogenase catalyzes an NADPH regenerating reaction in the pentose phosphate pathway; *HXK1*(14.2), a hexokinase isoenzyme 1, a cytosolic protein that catalyzes phosphorylation of glucose; and *GPH1*(18.9), a non-essential glycogen phosphorylase required for the mobilization of glycogen.

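Genes of the glycogen and trehalose pathways rose together in myo1Δ ribosome-bound RNA. GPH1, glycogen phosphorylase, rose by 3.72 ± 0.59 on the log2 scale (SD, n = 4 arrays, adjusted p = 4.11e-05 from limma), GLC3 by 3.69 ± 0.50 (adjusted p = 3.44e-05), GSY2, the main glycogen synthase, by 2.70 ± 0.36 (adjusted p = 4.11e-05), and PGM2, phosphoglucomutase, by 2.51 ± 0.36 (adjusted p = 6.04e-05). GDB1 was at least 3.03-fold higher (adjusted p = 0.000599), with wild type signal above background on no array. TPS1, which lies on chromosome II, rose by 1.17 ± 0.29 (adjusted p = 0.000952) and UGP1 by 0.83 ± 0.56 (adjusted p = 0.0185). HXK1, a hexokinase, rose by 4.33 ± 1.01 (adjusted p = 0.000122) and GND2, a dehydrogenase of the pentose phosphate pathway, by 1.95 ± 0.57 (adjusted p = 0.000505). These 9 genes were higher on all 4 arrays.

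Of 22 genes of trehalose and glycogen metabolism, 20 rose and none fell at an adjusted p under 0.05 from limma (21 rose when adjusted over the list alone). The other 2 were GLG2, a glycogen primer, at 0.04, and ATH1, an acid trehalase, at 0.34, both named after their values were seen. The rise covered synthesis and breakdown, with the trehalose synthase subunits TSL1 and TPS2 at 2.17 and 1.80 and the neutral trehalase NTH1 at 1.70, named in the same way. The median log2 ratio of the list was 1.40, or 1.38 with 5 genes at their lower bounds (camera adjusted p = 3.31e-10, and adjusted p = 0.283 with an estimated correlation). Its mean t of 8.07 exceeded that of all 10000 random lists (permutation p = 1e-04, the smallest they can give).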

The histogram for the *protein biosynthesis *category reflected a shift from the normal distribution towards negative t-values. 

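Protein biosynthesis genes shifted to lower ratios in myo1Δ ribosome-bound RNA. The genes for the elongation factor 1 alpha, TEF1 and TEF2, had log2 ratios of -1.50 ± 1.11 and -1.69 ± 1.41 (SD, n = 4 arrays, adjusted p = 0.0152 and 0.0227 from limma), and their near-identical sequences may share signal. Both fell further on the arrays with myo1Δ RNA in Cy5 than on those with it in Cy3. SUP45, the release factor that ends translation, had a ratio of -1.28 ± 0.41 (adjusted p = 0.00124), and like TEF2 it lies on chromosome II. TYS1, the tyrosyl-tRNA synthetase, had a ratio of -1.21 ± 0.41 (adjusted p = 0.00146), and ILS1, the isoleucyl-tRNA synthetase of chromosome II, had one of -1.76 ± 0.36 (adjusted p = 0.000237). Of 234 genes that the array annotation places under protein biosynthesis, 4 were higher and 153 lower at an adjusted p under 0.05, with a median log2 ratio of -1.08. At an unadjusted p of 0.01 or less, 3 were higher and 150 lower. Genes of Additional file 5 were left in, and the array annotation is not the paper's Osprey category. This count and the paper's are therefore not of like sets. The mean t of the category was -4.77, below that of all 10000 random lists of its size (permutation p = 1e-04, the smallest they can give, and camera adjusted p = 0.665 with an estimated correlation).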

Out of a total of 74 genes that were identified in this category, 69 were down regulated. Among these there was a significant representation of 46 ribosomal protein (RP) genes [Additional file 4] and six translation initiation factors (Table 4). This result was predictable due to the great quantity of genes related to *protein biosynthesis *that were down regulated in the global analysis of gene expression [6].

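Ribosomal protein genes were lower in myo1Δ ribosome-bound RNA almost throughout, and the initiation factors were divided. RPS8A of chromosome II fell most among them, with a log2 ratio of -3.13 ± 0.71 (SD, n = 4 arrays, adjusted p = 0.000139 from limma). RPL32 and RPS9B, also of chromosome II, had ratios of -2.71 ± 1.03 and -3.01 ± 1.74 (adjusted p = 0.000883 and 0.00462), and RPL41A had one of -2.60 ± 1.75 (adjusted p = 0.00885). RPL3 had a ratio of -1.40 ± 0.77 (adjusted p = 0.00536), and RPL7B was at least 1.14-fold lower (adjusted p = 0.016), with wild type signal above background on 1 array. Of 137 cytosolic ribosomal protein genes, 132 were lower and none was higher at an adjusted p under 0.05 (135 lower when adjusted over the list alone). The other 5 were RPL30, RPL8A, RPL2B, RPL15B and RPS9A, named after their values were seen. Outside chromosome II, 122 of 127 were lower. The median log2 ratio of the list was -1.44 (camera adjusted p = 2.22e-49, and adjusted p = 0.283 with an estimated correlation). On replicates 1 to 4 this median was -0.84, -1.94, -1.30 and -1.76, lower on replicates 2 and 4, with myo1Δ RNA in Cy5. Many ribosomal proteins are encoded by paralogs of near-identical sequence that may share signal. Without background correction the median was -1.23 and 12 genes were lower.

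Of the initiation factors, TIF11, which encodes eIF1A, had a log2 ratio of -1.16 ± 0.40 (SD, n = 4 arrays, adjusted p = 0.0017 from limma), and CDC33, the cap-binding protein eIF4E, had one of -1.01 ± 0.24 (adjusted p = 0.00133). TIF1 and TIF2, copies of the gene for the helicase eIF4A, had ratios of -1.12 ± 0.51 and -0.84 ± 0.69 (adjusted p = 0.00366 and 0.0316). PRT1, a subunit of eIF3, had a ratio of -0.56 ± 0.14 (adjusted p = 0.011) and GCD11, the gamma subunit of eIF2, had one of -0.48 ± 0.12 (adjusted p = 0.0191). GCD7, a subunit of eIF2B, and TIF5, which encodes eIF5, had ratios of -0.39 ± 0.21 and -0.31 ± 0.19 that did not pass (adjusted p = 0.0601 and 0.11). TIF3, which encodes eIF4B, rose by 1.19 ± 0.18 (adjusted p = 0.000505). Of 25 factors, 11 were lower, 2 were higher and 12 did not pass (13 lower and 2 higher when adjusted over the list alone). Over the 25 factors the median was -0.37 (camera adjusted p = 4.58e-05, and adjusted p = 0.283 with an estimated correlation). The estimated correlation was 0.01, as low as the preset one, so it does not account for the higher p. Without replicate 3 or replicate 4, 5 factors were lower.

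**Figure D3:**
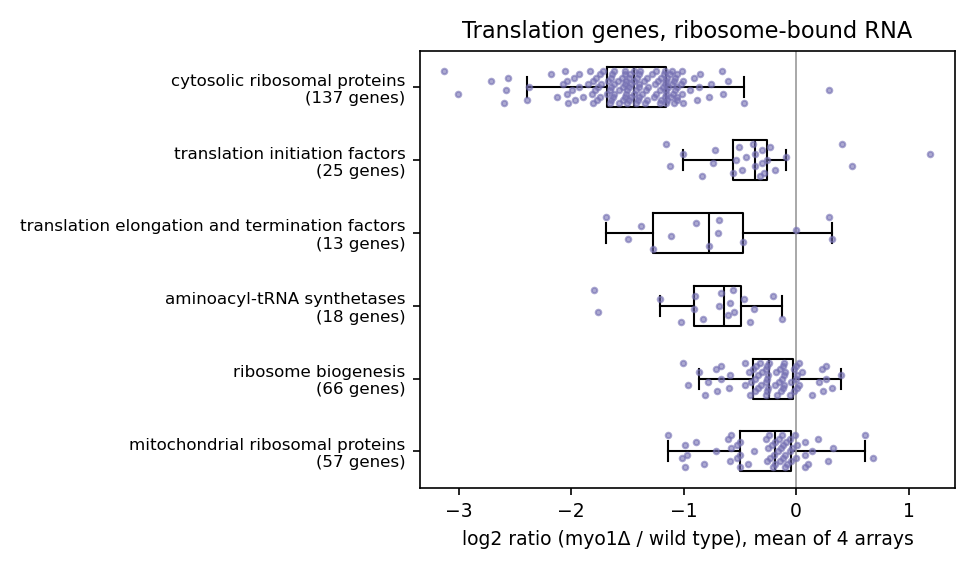
Log2 ratio of myo1Δ over wild type ribosome-bound RNA, as the mean of 4 arrays, for 6 lists of translation genes, with 1 point per gene. Boxes span the middle quartiles with a line at the median, and whiskers reach to the last gene within 1.5 box lengths. The medians are -1.44 for 137 cytosolic ribosomal proteins, -0.37 for 25 initiation factors and -0.18 for 57 mitochondrial ribosomal proteins.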

To more precisely relate the results of this study with previous results of the ESR studies by Gasch et al. [9] and Halbeisen and Gerber [10], we compared the genes regulated by transcription and degradation [Supplementary file 1 from ref [6]], co-regulated genes [Additional file 5], and genes regulated by translation [Additional file 4]. This analysis showed that 277/315 (88%) mRNAs with log2 fold-change ratios ≥ 2 and p-values ≤ 0.01 regulated by transcription & degradation in *myo1Δ*, were also regulated in the ESR [Additional file 7] and 142/145 (98%) mRNAs with log2 fold-change ratios ≥ 2 and p-values ≤ 0.01 co-regulated genes in *myo1Δ*, were also regulated in the ESR [Additional file 8]. Of the ribosome-associated mRNAs significantly regulated (p ≤ 0.01) in the ESR reported by Halbeisen and Gerber (in Data set S3) [10] we found 313/1097 (29%) mRNAs regulated exclusively by translation in *myo1Δ *[Additional file 9]. 

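Among the cell wall genes that the paper lists in Additional file 6, more were higher than lower in myo1Δ ribosome-bound RNA, and wall proteins and signalling genes were found in both directions. Besides PIR3 and PST1, the genes that rose include SDP1, a phosphatase of the Slt2 kinase, at least 2.4-fold higher (adjusted p = 0.00173 from limma) with wild type signal above background on no array, SSD1, an mRNA-binding protein, at a log2 ratio of 0.96 ± 0.36 (SD, n = 4 arrays, adjusted p = 0.00318), and KRE6, a protein of glucan synthesis, at 0.60 ± 0.28 (adjusted p = 0.0155). ECM13, on chromosome II, rose by 1.29 ± 0.28 (adjusted p = 0.000599). Among those that fell were CIS3, a wall protein related to PIR3, at -0.91 ± 0.44 (adjusted p = 0.00628), MNN11, a subunit of a mannosyltransferase, at -0.82 ± 0.44 (adjusted p = 0.0105), and HKR1, a membrane sensor, at -0.52 ± 0.10 (adjusted p = 0.0134). RHO1, the GTPase that activates glucan synthase, had a ratio of 0.31 ± 0.07 that did not pass (adjusted p = 0.081). Apart from PIR3 and PST1 these genes were named after their values were seen. Of the 34 genes, 19 were higher, 9 lower and 6 did not pass, with 21 higher and 10 lower when adjusted over the list alone. The higher ones include ASP3-2 and ASP3-3, at least 35.1-fold and at least 27.6-fold higher. Whether their region is lacking in the wild type strain was not tested on DNA. The median of the 34 genes was 0.48 (camera adjusted p = 0.0658, and adjusted p = 0.283 with an estimated correlation). The adjusted p was 0.000188 with fry and 6e-04 against random lists. The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. Without background correction 9 were higher and 3 lower.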

Comparison of post-transcriptionally regulated genes related to cell wall biogenesis in *myo1Δ *to translationally regulated genes in ESR [10] identified 7 out of 34 genes in both datasets [Additional file 6].

### Validation of expression microarray results using RP mRNA polysome profiles

To validate the interpretation of microarray data generated from translated mRNAs of *myo1Δ *strains, the overall translational activity of wild type and *myo1Δ *strains was analyzed indirectly by examining their polysome profiles using sucrose density gradients. In *myo1Δ *strains, there was a relative increase in the 80 S monosome fraction and a relative decrease in the intensity of the densest polysome peaks, fractions 7-9, indicative of a possible reduction in the efficiency of translation initiation relative to the wild type controls (Figure 2A and 2B). However, the translational repression did not apply to all genes since more than 50% of mRNAs associated with the polysomes were up regulated in the *myo1Δ *strain (Figure 1A) [Additional file 4].

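The trehalose, glycogen and heat shock genes were mostly higher in myo1Δ ribosome-bound RNA, and the ribosomal protein genes and core histones were mostly lower. MDH1, the mitochondrial malate dehydrogenase, rose by 1.47 ± 0.35 on the log2 scale (SD, n = 4 arrays, adjusted p = 0.000505 from limma), and GAP1, the general amino acid permease, by 1.92 ± 0.64 (adjusted p = 0.00077). Of the genes that differed at an adjusted p under 0.05, 55.8% were higher in myo1Δ, and of those at an unadjusted p of 0.01 or less, 55.4% were. Outside chromosome II the shares were 62.6% and 62.7%. If the images were exchanged on all 4 arrays, which the deposited tables do not rule out, 44.2% of the genes at the adjusted limit would be higher, and 37.4% outside chromosome II. Such an exchange would turn every ratio at once. The paper's real-time RT-PCR, which uses no image dyes, argues against it, since every gene it measured had the direction used here. Without background correction 73.9% of the genes that differed were higher. With each chromosome's median taken off, 51.1% were. Genes outside chromosome II had a median log2 ratio of 0.12, so their share carries a small general shift. The ratios are within each array and after normalization, so they show which mRNAs gained or lost against the others and not whether the total of ribosome-bound mRNA changed. From the larger monosome peak and smaller polysome peaks of Figure 2 the paper infers a possible reduction in the efficiency of initiation. It reasons from the share of higher mRNAs in Figure 1A that this repression did not reach all genes.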

**Figure 2:**
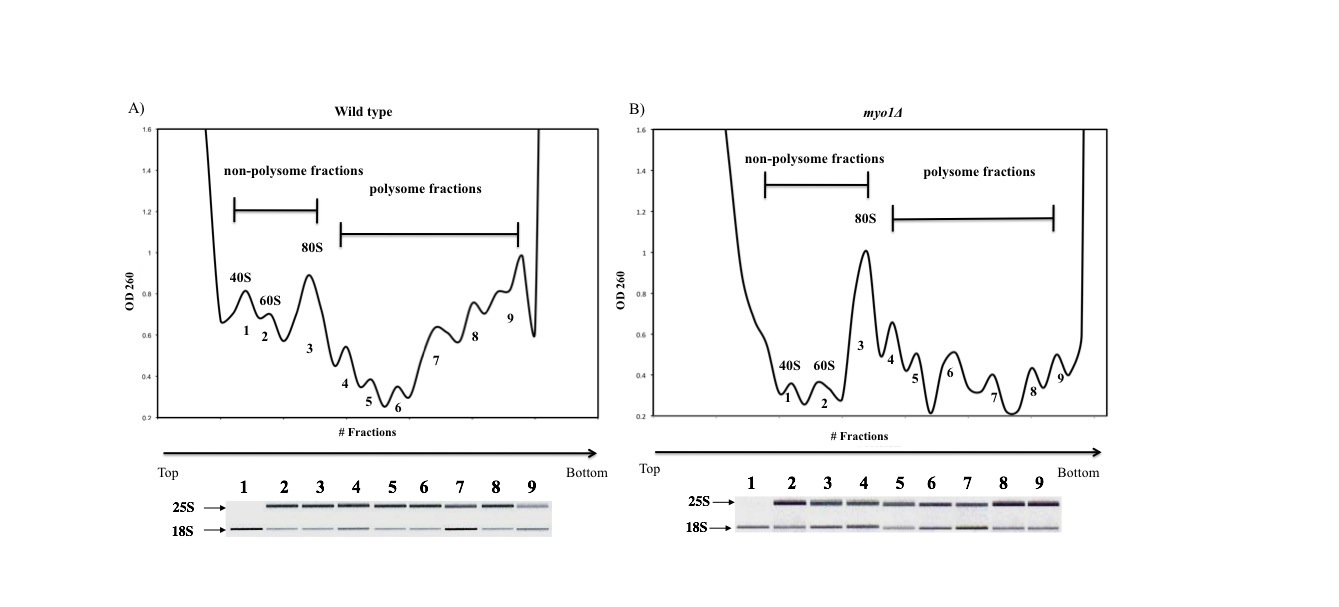
**Analysis of polysome profiles**. Equivalent amounts of total cell lysate from A) wild-type (wt) and B) *myo1Δ *strains were loaded onto 10-50% sucrose gradients. The u.v. absorbance of pooled sequential gradient fractions (numbered consecutively) was measured at 260 nm (see Methods for details). The 40 S, 60 S, and 80 S fractions were classified as non-polysome fractions. All subsequent fractions were classified as polysome fractions. Polysome peaks were numbered consecutively according to their fraction number (4-9). Total RNA extracted from each of the fractions was subjected to electrophoretic analysis of ribosomal RNAs (25 S and 18S).

To determine if the apparent regulation of mRNAs by translation interpreted from microarray hybridization experiments was supported by their distribution in polysome gradient fractions, three translationally regulated ribosomal protein (RP) mRNAs *RPL7B *(low-fold change sample, -1.6), *RPL3 *(medium-fold change sample, -2.9), and *RPS8A *(high-fold change sample, -8) (Figure 3A) and five translationally regulated mRNAs of the cell wall damage fingerprint *SRL3, PST1, PIR3, YPS4*, and *KTR2 *were analyzed (Figure 3B). The changes in polysome distributions were hard to differentiate in the low-fold and medium-fold change sample RP mRNAs suggesting that the polysome gradient may have limited sensitivity in these ranges. In the high-fold change sample, *RPS8A *mRNA was decreased in the heaviest polysomes fractions 6-9, and was slightly decreased in the 80 S monosomes in the *myo1Δ *strain when compared to wild type controls (Figure 3A), supporting that there was a significant decrease in the efficiency of translation of *RPS8A *mRNA. All five mRNAs representing the cell wall damage fingerprint had a greater recruitment of mRNA in the heavier polysomes (fractions 7-9), supporting that there was a relative increase in their translation efficiency, as well as in the other less dense fractions (fractions 1 and 2) in the *myo1Δ *strain (Figure 3B). Previous global mRNA expression analysis where wild-type versus *myo1Δ *strains were compared showed that none of the five translationally regulated cell wall damage mRNAs were changed at the global level (Table 5). Computer-based analysis of 5'UTR sequences of the translationally down regulated RP mRNAs [30] did not support the existence of regulatory secondary structures in their 5'UTRs as a potential mechanism for the repression of translation in this group [data not shown].

**Figure 3:**
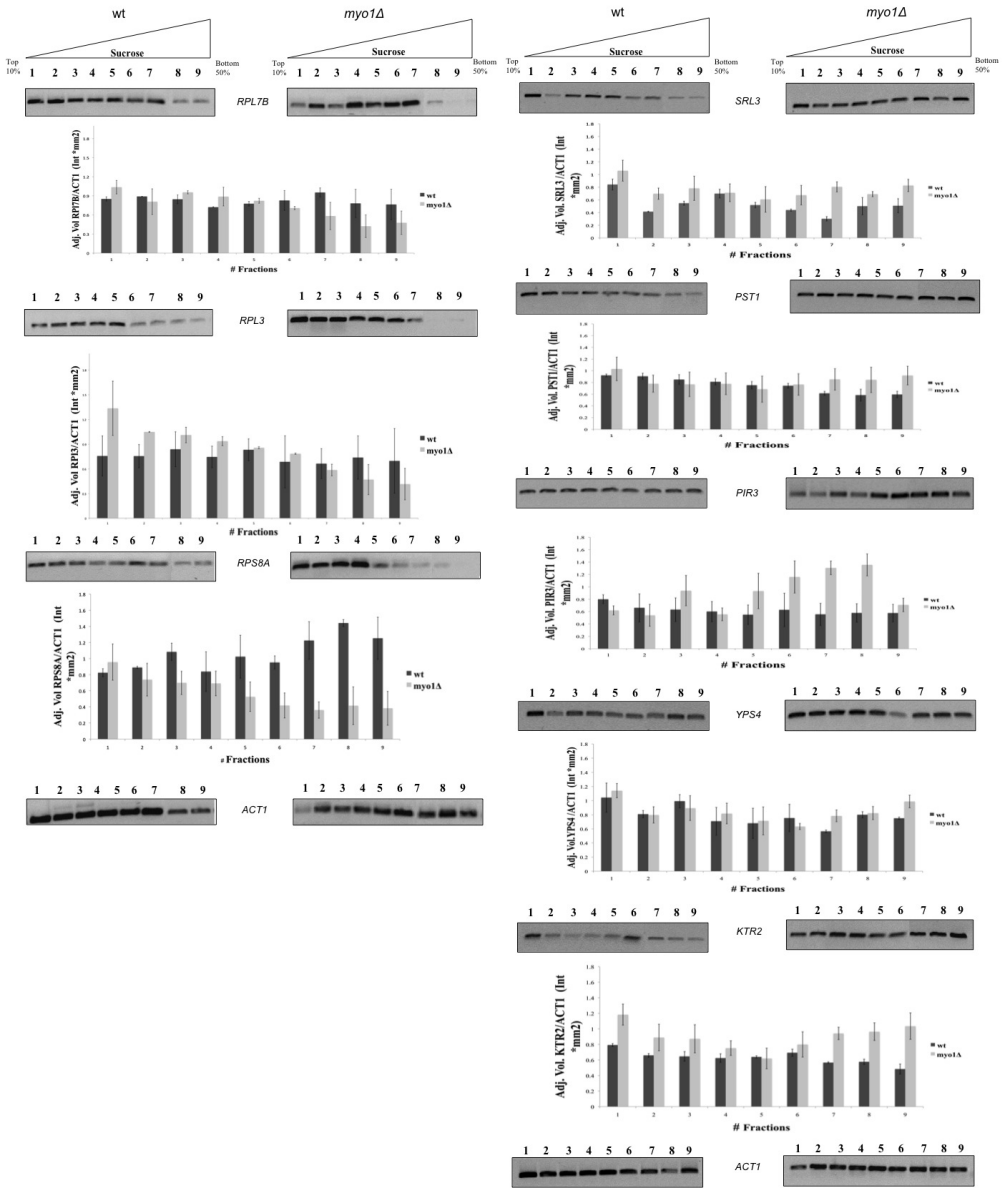
**Validation of regulated genes by RT-PCR analysis of mRNA from polysome fractions**. Total RNA was extracted from polysome fractions of wild type (wt) (left panels) and *myo1Δ *(right panels) strains. A) RT-PCR analysis of ribosomal protein mRNAs *RPL7B, RPL3, RPS8A*. B) RT-PCR analysis of mRNAs *SRL3, PST1, PIR3, YPS4*, and *KTR2 *regulated in response to cell wall damage. The RT-PCR products were resolved on 2% agarose gels, stained with ethidium bromide, and normalized against *ACT1*, a cytoskeletal protein mRNA that was not regulated in the microarray hybridization study. The lane numbers at the top of each gel correspond to the sucrose density gradient fractions shown in Figure 2. Below each set of gels is shown the results of densitometry analysis of RT-PCR products from duplicate experiments. See Methods for details.

### Regulation of translation initiation factors in *myo1Δ *strains

To establish how translation was regulated in *myo1Δ *strains, we analyzed two common mechanisms for down regulation of translation initiation described in yeast. One mechanism is the phosphorylation on Ser 51 of the alpha subunit of initiation factor eIF2p by Gcn2p protein kinase [18,19]. Phosphorylation of the alpha subunit of the initiation factor eIF2p results in reduced binding of met-tRNA_i _to the 40 S ribosomal subunit and decreased translation [18]. To test whether down regulation of translation observed in the *myo1Δ *strains was regulated by this mechanism, we analyzed eIF2p levels by Western blot analysis with antibodies specific for eIF2αp subunit phosphorylated on Ser-51 (eIF2α-P) (Figure 4A). The results show a relative increase in phosphorylation levels of eIF2αp in the *myo1Δ *strain compared to the wild type strain, while the total eIF2αp protein levels remained constant (Figure 4A). The other mechanism for down regulation of translation initiation is by the reduction in steady state levels of the initiation factor eIF4Gp [31]. When tested, the steady state levels of the initiation factor eIF4Gp were visibly decreased in *myo1Δ *relative to the wild-type strain (Figure 4B). Conversely, the steady state level of initiation factor eIF4Ep, the cap-binding component of the eIF4F complex, was not affected (Figure 4C). These experiments supported the hypothesis that translation repression was activated in the *myo1Δ *strain by Gcn2p-dependent phosphorylation of eIF2αp and by a reduction in steady state levels of eIF4Gp.

**Figure 4:**
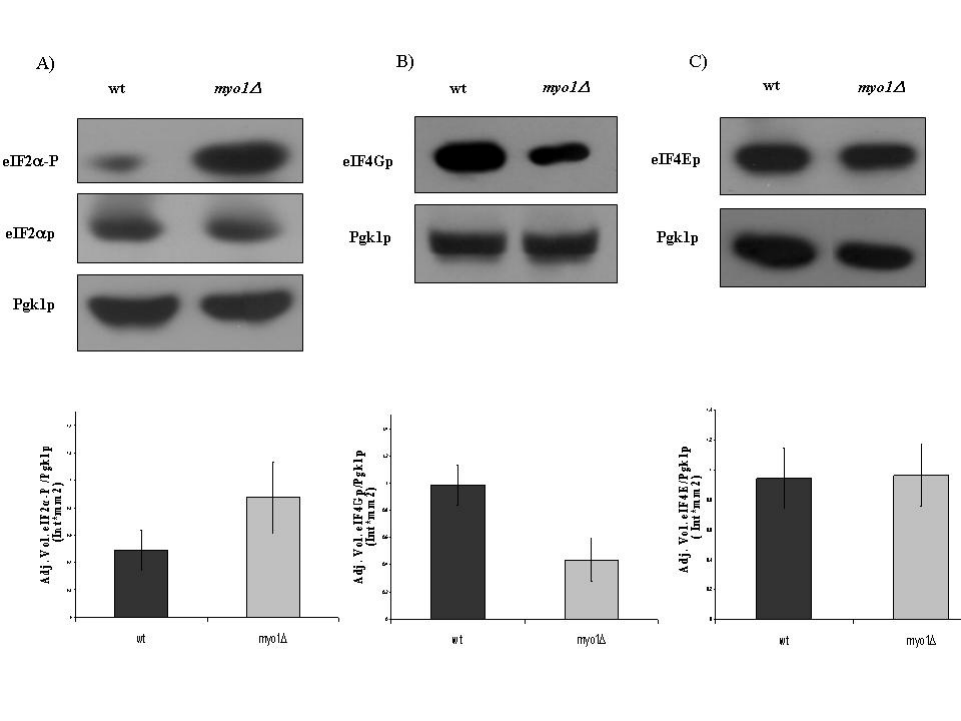
**Western blot analysis of translation initiation factors**. Equivalent amounts of total protein (75 μg) extracted from wild type (wt) and *myo1Δ *strain cultures were analyzed for the steady state levels of A) eIF2αp and it's phosphorylated form eIF2α-P, B) eIF4Gp, C) eIF4Ep. Shown are equivalent autoradiography exposures of each membrane probed with their corresponding antibodies. Pgk1p was used as a loading control in each experiment while unphosphorylated eIF2αp served as an additional loading control in panel A. The histogram below each panel illustrates the ratio of the intensity from each test protein band relative to the intensity of its PGK loading control, averaged from duplicate experiments. See Methods for details.

Deletion of *GCN2 (gcn2Δ) *in both wild-type and *myo1Δ *strains abolished eIF2αp phosphorylation confirming that this regulation was mediated directly by Gcn2p (Figure 5A). In addition, a *myo1Δgcn2Δ *mutant exhibited a negative genetic interaction between these mutations characterized by an abnormal morphological phenotype (Figure 5B) and a severe growth defect (Figure 5C). The synthetic growth defect exhibited by the interaction between *myo1Δ *and *gcn2Δ *mutations was rescued by complementation with a plasmid copy of the wild-type *MYO1 *gene, *myo1Δgcn2ΔpRS316-MYO1^+ ^*(Figure 5C) indicating that it was not caused by secondary mutation(s).

**Figure 5:**
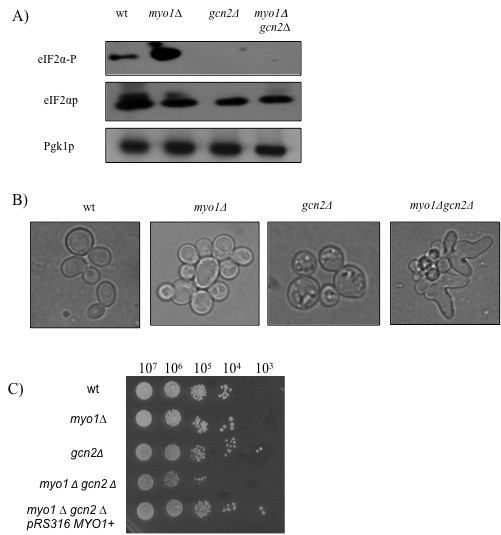
**Assessing the importance of *GCN2 *regulation**. Assays were conducted with wild type (wt), *myo1Δ, gcn2Δ *and *myo1Δgcn2Δ *strains. A) Western blot analysis of steady state levels of eIF2αp and its phosphorylated form eIF2α-P in total protein extracts derived from each strain. Pgk1p was used as a loading control, B) The morphological phenotype of each strain was observed by light microscopy at 100× magnification, C) Serial dilutions of cell suspensions from cultures of wild type (wt), *myo1Δ, gcn2Δ, myo1Δgcn2Δ*, and *myo1Δgcn2ΔpRS316-MYO1^+ ^*strains were inoculated on CSM agar medium and allowed to grow for three days at 30°C for viability assays. The strain *myo1Δgcn2ΔpRS316-MYO1^+ ^*was included to analyze complementation of the *myo1Δgcn2Δ *synthetic growth defect with a plasmid copy of the wild type *MYO1 *gene. Indicated at the top is the number of cells per 5 μL dilution.

### Analysis of P-bodies and identification of a novel reservoir for non-translating RP mRNAs in *myo1Δ *strains

Other laboratories have reported that non-translating mRNAs can accumulate in discrete ribonucleoprotein structures called Processing bodies or P-bodies and have correlated a reduction in their translation with an increase in the accumulation of these structures in the cytoplasm [20]. To test if P-bodies play a role in the down regulation of protein biosynthesis in *myo1Δ *strains, we used a recombinant reporter protein Dcp2p-mCherry (Dcp2p-mCh), where Dcp2p is an mRNA decapping enzyme previously reported as a component of these structures [20]. Our results indicated that 70% of *myo1Δ *cells grown in glucose-supplemented complete synthetic media accumulated P-bodies structures relative to wild type control strains in which only 10% of cells presented these structures (Figure 6 + GLU). When placed under glucose deprivation conditions, 80% of wild type cells accumulated P-bodies (Figure 6 - GLU) consistent with previous reports [20]. In *myo1Δ *cells, these structures did not increase significantly in number (78%) when subjected to glucose deprivation (Figure 6 - GLU), suggesting that the *myo1Δ *strain was subjected to a type of starved-state.

**Figure 6:**
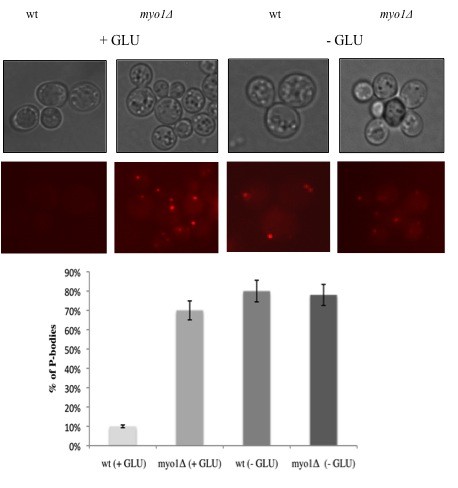
**Visualization of P-bodies *in vivo***. Wild type (wt) and *myo1Δ *yeast strains were transformed with a plasmid encoding a recombinant form of decapping enzyme Dcp2p tagged with the fluorescent probe mCherry (Dcp2p-mCh). Transformed strains were grown in CSM broth with glucose (+ GLU) and in CSM broth without glucose (-GLU). Upper panels represent light micrographs and lower panels represent the corresponding u.v. fluorescence micrographs for each condition. All images were captured at the same exposure time and magnification (100×). The graph below shows a quantification of the average number of P- bodies per 100 cells. See Methods for details.

Immunoprecipitation of Dcp2p-mCh protein was performed with wild type and *myo1Δ *extracts to determine if translationally repressed mRNAs were associated with this protein. Co-precipitated mRNA was extracted from immunoprecipitates and RT-PCR analysis was performed using primers for RP mRNAs *RPS8A*, *RPL3*, and *RPL7B; *and non-RP mRNAs *PIR3 *(an mRNA encoding a cell wall protein that was up regulated 15-fold), *CHS4 *(an mRNA encoding the activator of Chs3p that was down regulated 2.1-fold), and *ACT1 *(a control mRNA encoding cytoskeletal actin that was not differentially regulated by translation) (Figure 7). Results demonstrated that RP mRNAs were equally represented in the fraction containing immunoprecipitated Dcp2p-mCh protein from both the wild type and *myo1Δ *strains cultured under glucose-rich conditions (Figure 7 left panel) while *PIR3*, *CHS4 *and *ACT1 *mRNAs were absent from the same Dcp2p-mCh-positive fractions (Figure 7 right panel).

**Figure 7:**
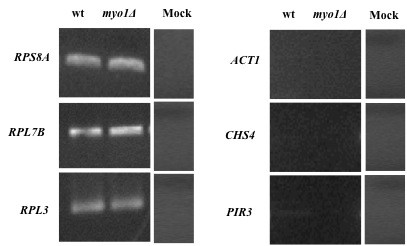
**Detection of mRNAs associated with a Dcp2p-mCh immunoprecipitated protein fraction**. Dcp2p-mCh, a protein component of P-bodies, was immunoprecipitated from whole cell protein extracts of wild type (wt) and *myo1Δ *strains. Total RNA was extracted from the immunoprecipitated fractions and RT-PCR analysis of mRNAs for *RPS8A, RPL7B, RPL3 *(left panels) and *ACT1*, *CHS4, PIR3 *(right panels) was performed. Mock immunoprecipitations were performed as a negative control for each experiment using total protein extract incubated with Protein A immunobeads alone followed by RT-PCR amplification of the eluted fraction.

To investigate the selective translational repression of RP mRNAs further, we characterized their relationship with the phosphorylated form of eIF2αp. eIF2α-P was immunoprecipitated from wild type and *myo1Δ *extracts and confirmed by Western blot with eIF2α-P-specific antibody. To test if mRNA was co-precipitated with eIF2α-P, we extracted RNA from the immunoprecipitated eIF2α-P fractions and RT-PCR analysis was performed using specific primers for *RPS8A*, *RPL7B, RPL3*, *PIR3*, *CHS4*, and *ACT1 *(Figure 8). Surprisingly, we found that *RPS8A, RPL7B *and *RPL3 *were differentially co-precipitated with eIF2α-P in the *myo1Δ *strain, thereby suggesting an association between eIF2α-P-containing complexes and the non-translating RP mRNAs (Figure 8 left panel). In contrast, *PIR3, CHS4*, and *ACT1 *mRNAs were not detected in these same eIF2α-P immunoprecipitated fractions (Figure 8 right panel). To rule out mRNA degradation of *PIR3, CHS4*, and *ACT1*, an immunoprecipitation experiment was performed with eIF4E. RT-PCR of eIF4E-associated mRNA confirmed presence of these mRNAs in the translating pool [Additional file 2].

**Figure 8:**
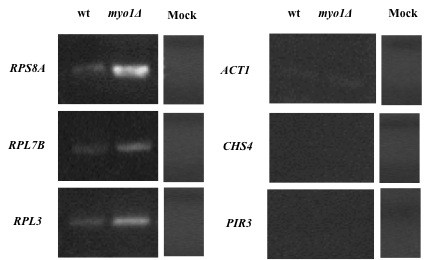
**Detection of mRNAs associated with a eIF2α-P immunoprecipitated protein fraction**. The translation initiation factor eIF2α-P was immunoprecipitated from whole cell protein extracts of wild type (wt) and *myo1Δ *strains. Total RNA was extracted from the immunoprecipitated fractions and RT-PCR analysis of mRNAs for *RPS8A, RPL7B, RPL3 *(left panels) and *ACT1*, *CHS4*, *PIR3 *(right panels) was performed. Mock immunoprecipitations were performed as a negative control for each experiment as described in Figure 7.

## Discussion

Eukaryotic cells have developed transcriptional and post-transcriptional controls that regulate specific cohorts of genes in response to environmental stresses. Genome-scale analysis of transcription was undertaken to identify regulated genes responding to stress conditions with the identification of repressed cohorts mostly corresponding to ribosome biogenesis and protein synthesis with activated cohorts that corresponded to energy metabolism, heat shock proteins, and other stress response genes [9]. Subsequent studies have expanded this approach to study the relation between transcriptome and translatome following transient exposure to mild and severe stress conditions resulting in the identification of characteristic coordinated responses [10]. Mild forms of stress mainly produced changes in translating mRNAs in the ribosomes with relatively minor changes in global levels of mRNAs whereas severe stress produced major changes in global transcript levels representing changes in transcription and mRNA stability, that correlated with changes in the translating mRNAs found in the ribosomes. In cells that underwent transient exposure to a severe stress, 97% of the transcriptionally regulated mRNAs were co-regulated [10]. Based on such previous studies, the expression profiles of *myo1Δ *cells resemble those generated by exposure to severe stress because co-regulation of genes was observed, although there were much fewer (only 12%) co-regulated genes. However, when we used strictly those genes that were significantly regulated 2-fold or greater for this comparison, we observed an increase in the level of co-regulation to 98% in the *myo1Δ *strain.

The predominant GO Biological Process categories represented by this group of co-regulated genes were not limited to a single category and overlapped with some of the categories previously reported by others [9,10]. A comparison of genes regulated by transcription or degradation, co-regulation, and translation levels in *myo1Δ *and ESR shows that a substantial number of genes were regulated in common. Among the Biological Process categories most represented in common between *myo1Δ *and ESR were Metabolic Process (78% of the genes in this category), Carbohydrate Metabolic Process (12%), Translation (25%), and Biosynthetic Process (48%) [Additional file 10].

Of the 20 core genes induced by different types of cell wall damage conditions, only five of these genes were up regulated globally in *myo1Δ *strains [6]. Our current analysis of post-transcriptionally regulated genes identified 9 genes, five additional genes. With the exception of *SLT2 *(not regulated post-transcriptionally) [6,7], it is not clear whether the expression of any of the remaining nine genes of the cell wall damage fingerprint is relevant to the survival of *myo1Δ *strains. A search of the *Saccharomyces *genome database (SGD, http://www.yeastgenome.org) showed that these genes share no previously reported genetic interactions with *myo1Δ *(data not shown). A rigorous test of this hypothesis will require further genetic analysis of these genes in the viable *myo1Δ *genetic background to validate any potential genetic interactions with *MYO1*. Despite the nonconformance of *myo1Δ *with full activation of the 20 reported cell wall damage genes, it was already shown that the *PKC1*-dependent cell wall integrity pathway is activated by this mutation [6,7]. Thus, we propose that impaired cytokinesis *per se *can represent another type of stress that leads to *PKC1 *activation and that *SLT2/MPK1 *regulates key cellular functions unrelated to cell wall biogenesis for survival of the *myo1Δ *strain.

The Heat Shock Protein family (*HSP*) of genes represented one of the most dramatically up regulated groups in this study. In this group we identified significant up regulation (p ≤ 0.01) of *HSP78 *(2.6 fold), *HSP42 *(5.9 fold), *HSP104 *(6.8 fold), *HSP82 *(3.0 fold), *HSP30 *(18.7 fold) and *HSP48 *(2.9 fold) [Additional file 4]. 

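Heat shock genes were among the highest ratios in myo1Δ ribosome-bound RNA. HSP30, a membrane protein that restrains the plasma membrane proton pump, rose by 4.39 ± 1.42 on the log2 scale (SD, n = 4 arrays, adjusted p = 0.000425 from limma). HSP26 of chromosome II, a small heat shock protein, rose by 3.30 ± 0.82 (adjusted p = 0.000169), HSP104, which pulls proteins out of aggregates, by 2.76 ± 0.44 (adjusted p = 6.04e-05), and HSP42, a small heat shock protein, by 2.66 ± 0.75 (adjusted p = 0.000322). HSP82, the inducible Hsp90, rose by 1.58 ± 0.57 (adjusted p = 0.00117) and HSP78, a mitochondrial chaperone, by 1.48 ± 0.51 (adjusted p = 0.00111). HSP48, which Additional file 4 gives as ENO1, an enolase, rose by 1.01 ± 0.27 (adjusted p = 0.00146). HSC82, the constitutive Hsp90, fell with a ratio of -0.75 ± 0.32 (adjusted p = 0.00752), and SSA2, a constitutive Hsp70, with one of -1.15 ± 0.44 (adjusted p = 0.00221), and each has a close paralog among the genes that rose. FES1 of chromosome II, at -0.74, was the other fall, and these 3 were named after their values were seen. Of 25 heat shock and chaperone genes, 15 were higher, 3 lower and 7 did not pass at an adjusted p under 0.05, with 15 higher and 4 lower when adjusted over the list alone. The group had a median of 0.94 (camera adjusted p = 0.00228, and adjusted p = 0.283 with an estimated correlation). Among the 11 of them well above background in at least 1 dye on all 4 arrays, 6 were higher, 2 lower and the median was 1.00 (camera adjusted p = 0.16).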

The Hsp family has a variety of functions. For example, Hsp82p/Hsp90p has been shown to play a role in regulation of protein kinase Gcn2p [32] and thus may be directly related to the putative increase in Gcn2p activity in *myo1Δ *strains. A second function of Hsp is the stabilization of other proteins to help the organism acquire tolerance to stress [33]. Lindquist and colleagues recently published that the molecular chaperone Hsp90 enables the emergence and maintenance of fungal drug resistance in *Candida albicans *[34]. The homolog of *HSP90 *in *Saccharomyces cerevisiae*, *HSP82*, was translationally up regulated 3.2 fold in the *myo1Δ *strain. However, the complex functions described for this protein preclude a converging mechanism, but the possibility of an overlapping mechanism for drug resistance and stress response is noteworthy.

The current Gene Set Enrichment Analysis resulted in two significantly regulated categories- *protein biosynthesis *and *carbohydrate metabolism*. The up regulation of genes in chitin biosynthesis supports our previous conclusion related to the importance of chitin biosynthesis for normal growth of *myo1*Δ strains [35,36]. A previous study demonstrated a synthetic lethal interaction between *chs6Δ *and *myo1Δ *[37] suggesting that correct trafficking of Chs3p was important for survival in *myo1Δ *strains. The current results expand this idea that increased chitin synthesis is due to up regulating transport and targeting of Chs3p to the plasma membrane and not the synthesis of enzymatic subunits. Such changes must be further studied at the protein level to ascertain if the observed changes in mRNA translation patterns are biologically relevant.

The large representation of RP mRNAs and translation initiation factors that were down regulated in the *protein biosynthesis *category, support the idea that ribosome biogenesis and translation initiation were compromised in *myo1Δ *strains. Of 137 RP genes in the yeast genome, 46 were down regulated post-transcriptionally in the *myo1Δ *strain with 83 previously shown to be down regulated by global analysis and 8 reflecting no change in their steady state or translation levels [6]. These results indicate that in addition to the reported transcriptional regulation of RP genes, there can be significant co-regulation of these genes (35/137) in *myo1Δ *strains. Furthermore, *RPS8A, RPL3 *and *RPL7B *were consistently detected in the eIF4Ep, eIF2α-P and Dcp2p-mCh-containing fractions indicating the existence of an actively translating mRNA fraction normally associated with eIF4Ep-containing complexes, a non-translating RP mRNA fraction associated with a novel eIF2α-P-containing complex, and a separate non-translating RP mRNA fraction associated with a Dcp2p-mCh-containing protein fraction (Figure 9). To our knowledge, this is the first time such a selective association between translationally repressed RP mRNAs and eIF2α-P is described. The significance of this association is yet unclear.

**Figure 9:**
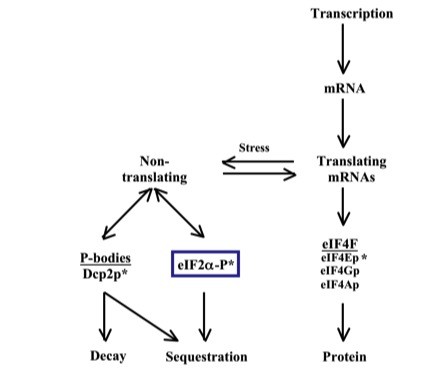
**Diagram of proposed mRNA translation control pathways**. Translating mRNAs are normally associated with eIF4F, which ultimately leads to the initiation of protein synthesis. In a process that can be mediated by stress sensors in the yeast cell plasma membrane, non-translating mRNAs may become associated with P-bodies that may lead to either mRNA decay or temporary sequestration of mRNAs for subsequent retrieval to the translating mRNA pool after adaptation to the stress. A novel eIF2α-P-containing complex is proposed as an alternative pathway for sequestration of non-translating RP mRNAs (blue-lined box). Asterisks identify immunoprecipitated proteins that were associated to translating or non-translating mRNAs in this study.

It is well known that the *TOR *signaling pathway is of vital importance for growth control. Certain characteristics of the *myo1Δ *strain are similar to those seen when the *TOR *signaling pathway is down regulated. For example, our microarray analysis showed that protein biosynthesis is down regulated in *myo1Δ *strains. In experiments where the *TOR *pathway has been inhibited, ribosome biogenesis has been shown to be down regulated [38]. The changes in the levels of eIF2α-P and eIF4G presented here are reminiscent of those changes associated with the inactivation of the *TOR *signaling pathway by nutrient starvation or rapamycin treatment [19,31]. Furthermore, the P-body microscopy also suggests that the *myo1Δ *strain is already in a starved-state. The dependence of eIF2αp phosphorylation on *GCN2 *expression and the *GCN2 *and *MYO1 *genetic interaction presented earlier also points to the importance of the *TOR *pathway since Gcn2p activation is regulated by the *TOR *pathway [19]. This body of evidence has prompted us to investigate whether genes of the cell wall damage fingerprint that were not regulated at the transcriptional level could be regulated post-transcriptionally via the *TOR *pathway. Western blot analysis showed that the levels of eIF2α-P and eIF4Gp in *myo1Δ *strains with or without rapamycin treatment were similar to wild-type cells treated with rapamycin (data now shown), suggesting that the *TOR *pathway was already deactivated in *myo1Δ *strains prior to treatment. A second study measuring the phosphorylation state of Npr1p (a protein kinase regulated by *TOR*) also supports that the *TOR *pathway is down regulated in *myo1Δ *strains (G. Pagán and J. Rodríguez-Medina, unpublished observation). Since inhibition of the *TOR *signaling pathway in yeast is usually associated with a nutritional deficiency, it is not clear how the *myo1Δ *strain would initiate this signal. These preliminary results nonetheless support that down regulation of the *TOR *pathway may be an important mechanism for translation repression in the *myo1Δ *condition; however, further experiments are being done to confirm this and we cannot rule out the involvement of other signaling pathways, at this point.

Initiation factor eIF4Gp serves as an anchor for the binding of other initiation factors to the preinitiation complex. Reduced steady state levels of eIF4Gp in the *myo1Δ *strains are thought to reduce the number of translation initiation events. However, eIF4Gp is also present in yeast spliceosomes and genetic depletion of Tif4631p, one of the two eIF4Gp homologues in yeast, affects the splicing of a small number of pre-mRNAs that correspond to ribosomal proteins [39]. Of the three representative RP genes tested in our study, two pre-mRNAs have introns, *RPL7B *has 2 introns, and *RPS8A *has a 5'UTR intron. If eIF4G is affecting the splicing efficiency of these RP mRNAs, a reduction in the levels of eIF4G would mean fewer fully spliced mRNAs are available for translation. Therefore, to understand the full nature of the translational repression observed among ribosomal proteins, it will be important to assess if these and other intron-containing RP mRNAs undergo eIF4Gp-dependent inhibition of splicing.

Prior studies by Texeira et al. [23] have reported that non-translating mRNAs can accumulate in discrete cytoplasmic structures called P-bodies that serve as an mRNA pool that may be translated following recovery from a given stress situation. Their results suggested additional roles for P-bodies other than for mRNA degradation, such as an inactive mRNA reservoir [20,23]. Our analysis showed that Dcp2p-mCh-positive fractions were associated with translationally down regulated *RPS8A, RPL3 *and *RPL7B *mRNAs at relatively equivalent levels in both *myo1Δ *and wild type cells despite the presence of P-bodies only in *myo1Δ *cells. However, further proof is needed to demonstrate that the Dcp2p-mCh-positive immunoprecipitated fractions actually represent P-bodies. These results do not exclude differential translational regulation of other mRNAs not tested here, by their sequestration in P-bodies.

## Conclusions

In this study, we combined microarray analysis and polysome fractionation to identify translationally regulated and co-regulated genes in *myo1Δ *cells that cannot undergo normal cytokinesis due to the absence of myosin type II [40]. Altogether, these findings indicate that yeast cells display diverse adaptive changes in gene expression regulated at both the transcriptional and post-transcriptional levels. Here we show there is a concerted post-transcriptional response to the *myo1Δ *stress with a significant cohort of co-regulated genes. We find that eIF2αp activity is down regulated in a Gcn2p-dependent manner; that Gcn2p activation implicates the *TOR *pathway; that eIF4Gp levels are down regulated; and that translation of RP mRNAs is down regulated in a manner that seems to be affected by their direct association with eIF2α-P (Figure 9). We have hypothesized that the cytokinesis defect caused by deletion of the *MYO1 *gene causes cell wall stress in addition to what may be a starved-state. Ramirez-Valle et al. reported that an energetic defect coupled to a reduction in mRNA translation rates, mimicked the defect observed by m*TOR *inhibition or nutrient deprivation in eIF4GI-silenced MCF10A cells [41]. We observed reductions in eIF4Gp levels and reductions in mRNA translation rates that could be a result of similar deficiencies in *myo1Δ *cells. Furthermore, we showed that in *myo1Δ*, regulated genes fall within functional categories of *carbohydrate metabolism *and *protein biosynthesis *described to be important for adaptation and survival in conditions of severe environmental stress [10] with some quantitative differences. In light of these previous studies, the large number of differentially up regulated genes in the *myo1Δ *strain together with the translational shutdown of others could represent a means of reprogramming gene expression to manage the chronic stress due to absence of myosin type II. In this scenario, only those mRNAs that facilitate a survival response would be efficiently translated. For example, selective translational activation of the transcription activator Gcn4p under conditions of translational repression has been previously reported in amino acid starvation conditions [42]. Alternatively, the translational down regulation of specific mRNAs encoding proteins that may be detrimental to cell survival is also possible. The line of investigation employed in this study identifies proteins involved in translationally regulated gene expression and will ultimately allow us to develop strategies to undermine the fungal stress response.

## Authors' contributions

MER-R carried out microarray experiments, ribosome fractionation, immunoprecipitation, real-time RT-PCR experiments, Western blotting, data analysis, and writing of the manuscript. JFR-Q participated in the design of microarray experiments and microarray data analysis. PA contributed to the revision and interpretation of microarray data, comparisons to the published transcriptional and post-transcriptional ESR datasets, and revision of the manuscript. JRR-M conceived the study design, coordinated its execution, carried out data analysis, wrote and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of 25 biological process categories referenced by Osprey: Network Visualization System and used for GSEA in this study. Click here for file

Additional file 2 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Positive control experiment conducted with mRNA extracted from eIF4Ep immunoprecipitated protein fractions. Agarose gel electrophoresis of RT-PCR products is shown. Experiments yielded positive RT-PCR signals for all the mRNA primer pairs that were tested. Click here for file

Additional file 3 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Positive control experiment conducted with equivalent amounts (0.1 μg) of the input total RNA extracted from cell lysates prior to the immunoprecipitation step. Total RNA was amplified by RT-PCR with each primer pair and RT-PCR products were resolved on 2% agarose gels shown. The results demonstrate positive amplification for all the mRNA primer pairs that were tested. Click here for file

Additional file 4 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of post-transcriptionally regulated mRNAs (p≤0.01) in *myo1Δ *strains divided according to biological process categories. All differentially expressed genes are identified with their corresponding GO annotations, log2-transformed fold change ratios, and p-values. Click here for file

Additional file 5 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of co-regulated genes that exhibited regulation in both global expression [6] and post-transcriptional expression studies. These co-regulated genes have been identified with their corresponding GO annotations, log2-transformed fold change ratios, and p-values. Click here for file

Additional file 6 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of differentially regulated mRNAs related to cell wall biogenesis in *myo1Δ *strains at the post-transcriptional level with log2-transformed fold change ratios (p≤ 0.01). Click here for file

Additional file 7 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of genes regulated by transcription or degradation [from Supplementary file 1, reference 6] that were regulated ≥ 2-fold (p ≤ 0.01) in *myo1Δ *and ESR [9]. Click here for file

Additional file 8 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of co-regulated genes derived from Supplementary Table S2 that were regulated ≥ 2-fold (p ≤ 0.01) in *myo1Δ *and ESR [9]. Click here for file

Additional file 9 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Significantly regulated ribosome-associated mRNAs (p ≤ 0.01) regulated exclusively by translation in *myo1Δ *and ESR [10]. Click here for file

Additional file 10 **Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina**. Table of genes regulated by transcription or degradation ≥ 2-fold (p ≤ 0.01) in *myo1Δ *and ESR [9] sorted according to biological process and cluster frequency. Click here for file

# Supplementary material for: Post-transcriptional regulation in the myo1Δ mutant of Saccharomyces cerevisiae
**Source:** BMC Genomics. 2010 Dec 2;11:690. doi: 10.1186/1471-2164-11-690
**Supplement:** Additional file 2 — Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina. Positive control experiment conducted with mRNA extracted from eIF4Ep immunoprecipitated protein fractions. Agarose gel electrophoresis of RT-PCR products is shown. Experiments yielded positive RT-PCR signals for all the mRNA primer pairs that were tested.

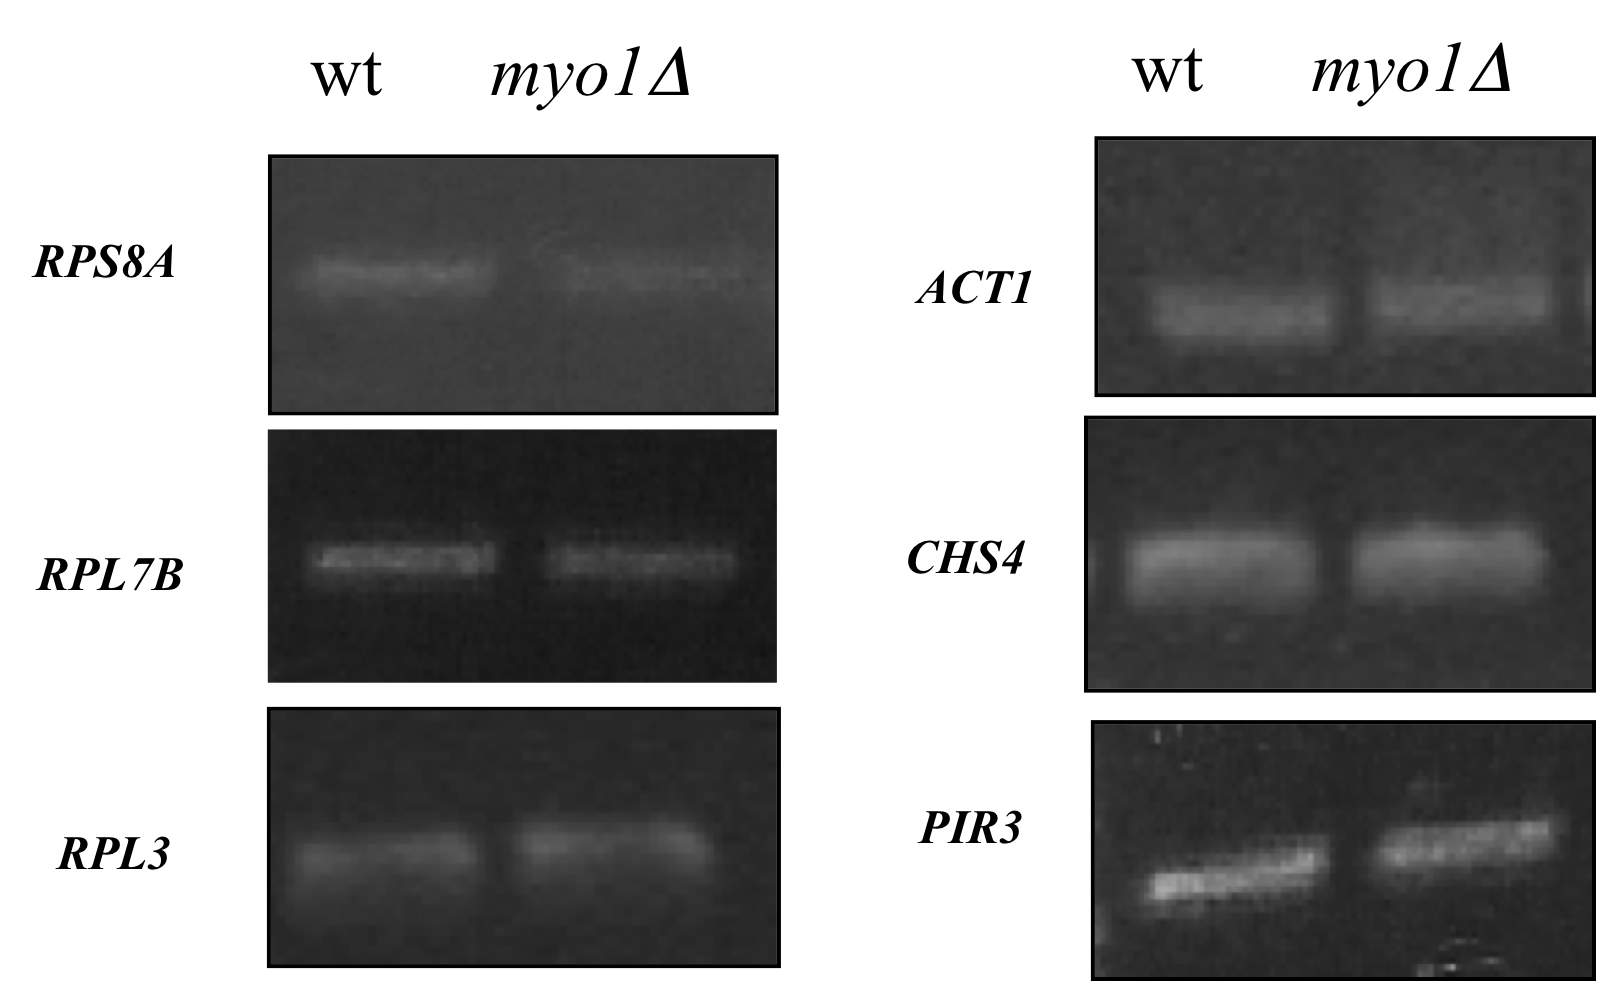

**Additional file 2**: Detection of mRNAs associated with eIF4Ep immunoprecipitated fractions. eIF4E was immunoprecipitated from whole cell extracts of wild type (wt) and *myo1Δ* strains. RNA was extracted from the immunoprecipitated fractions and RT-PCR analysis of mRNAs for *RPS8A, RPL7B, RPL3* (left panels) and *ACT1*, *CHS4,* *PIR3* (right panels)was performed.

# Supplementary material for: Post-transcriptional regulation in the myo1Δ mutant of Saccharomyces cerevisiae
**Source:** BMC Genomics. 2010 Dec 2;11:690. doi: 10.1186/1471-2164-11-690
**Supplement:** Additional file 3 — Rivera-Ruiz, Rodríguez-Quiñones, Akamine, and Rodríguez-Medina. Positive control experiment conducted with equivalent amounts (0.1 μg) of the input total RNA extracted from cell lysates prior to the immunoprecipitation step. Total RNA was amplified by RT-PCR with each primer pair and RT-PCR products were resolved on 2% agarose gels shown. The results demonstrate positive amplification for all the mRNA primer pairs that were tested.

wt *myo1Δ*

*RPS8A*

*RPL7B*

*RPL3*

wt *myo1Δ*

*ACT1*

*CHS4*

*PIR3*

Input

**Additional file 3:** Positive control experiment conducted with equivalent amounts (0.1 μg) of the input total RNA extracted from cell lysates  prior to the immunoprecipitation step.  Total RNA was amplified by RT-PCR with each primer pair and RT-PCR products were resolved on 2% agarose gels shown.  The results demonstrate positive amplification for all the mRNA primer pairs that were tested.

How the deposited data were processed for this re-analysis (not part of the article)

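Ribosome-bound RNA of 1 wild type strain and 1 myo1Δ strain of Saccharomyces cerevisiae was compared on 4 Agilent yeast arrays, each hybridized with RNA of both strains in different dyes. The myo1Δ RNA carried Cy3 on replicates 1 and 3 and Cy5 on replicates 2 and 4, per the sample labels. On replicate 1 the labels conflict, since the labelling protocol gives the opposite dye from the source name and strain, and the source name and strain were used. The paper counts 3 biological replicates and 1 technical replicate, and since neither its text nor the labels name the technical one, the 4 arrays were treated as independent.

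As deposited, the scanner files hold the intensity of each spot and of its surroundings, on a linear scale as ImaGene 6.0.0, per the file headers, read it from the image, with no normalization. The methods of the paper name another version of this software. The value table deposited by the authors holds log2 ratios after background correction, by a method not stated, and loess normalization within arrays with limma, per the methods, and its values have medians between -0.012 and 0. Against the log2 ratio of Cy5 over Cy3 of bright spots (signal of at least 1000 in both dyes), these values had correlations between -0.99 and -0.97 across spots, so they run as the second image over the first, which is Cy3 over Cy5 under the assignment used here. The symbols in the platform's probe table matched those of the scanner files for 2 of 28532 probes, so the values were joined to genes by the order of the scanner files. In that order the share of variance between genes was 0.34, 0.94, 0.95 and 0.79 on replicates 1 to 4, against 0.14 by the platform's table and 0.14 by chance. The scanner files do not state which image is which dye. The assignment, 1 for all 4 arrays, was set from the directions in the paper's tables, the mating types of the strains and MYO1, and it fixes the direction of each ratio. The order of the dyes in the names of the scans, taken as the order of the images, would turn replicates 1 and 3 alone, and the ratios of these would then have correlations between -0.79 and -0.61 across genes with those of replicates 2 and 4.

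Each array holds 45220 spots, of which 43792 belong to 6256 genes with 7 spots and 1 probe each, and 1428 are controls or blank. Of the genes, 5756 were matched to the reference annotation by systematic name. The image software had marked 27594, 11938, 13016 and 15292 gene spots as empty and 7405, 11615, 9945 and 9552 as poor on replicates 1 to 4. No spot was saturated at 65000.

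The analysis used R 4.3.3 and limma 3.58.1. Background was corrected with normexp and an offset of 50, and ratios were normalized by loess within each array, with controls and marked spots at weight 0. All 7 spots of a gene entered its mean, marked or not. The plan gave marked spots weight 0 throughout, and this was changed once the share of marked spots had been seen and before any test was run. limma fitted the mean log2 ratio of each gene over the 4 arrays with the dye orientation as the sign of each array, and its p-values were adjusted by Benjamini-Hochberg over all genes. A gene was called at an adjusted p under 0.05. The counts set beside the paper's use its p of 0.01 or less without adjustment, since the methods name a false discovery rate without giving its level. A spot counted as well above background where its intensity exceeded its surroundings by 2.6 SDs of the background, and a gene where 4 of its 7 spots did. For a called gene above background in 1 strain alone, a lower bound of the fold was computed, and for a gene above background in neither strain, such as SPO11 or URA3, no fold is given. The counts include such genes, 74 among the called ones.

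Gene lists were tested with camera at a preset correlation of 0.01, with fry, with camera at an estimated correlation, and by the mean t of the list against 10000 random lists of the same size, and their p-values were adjusted over 31 lists, of which 1 is not reported here. The lists fixed before the data were examined are cytosolic and mitochondrial ribosomal proteins, initiation factors, elongation and termination factors, aminoacyl-tRNA synthetases, ribosome biogenesis, trehalose and glycogen metabolism, heat shock proteins and chaperones, chitin synthesis, the fingerprint of Table 5, the cell wall genes of Additional file 6, cell wall integrity signalling, cytokinesis, core histones, nitrogen catabolite repressed genes, G2/M and G1/S genes, Gcn4 targets, the TCA cycle, glycolysis and fermentation, the respiratory chain, oxidative stress defence, the proteasome, glucan and mannan of the wall, P-body components, α-specific and a-specific genes, sporulation, genes of the strain genotype and neighbours of MYO1, and the ASP3 region. Processes of the array annotation with at least 20 genes were tested as well, and they were chosen after the files were read.

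The genes named in the text are those that the paper names for ribosome-bound RNA, ACT1 and MYO1, the 10 largest rises and the 10 largest falls among called genes with the same sign on all 4 arrays, and up to 4 called members of each list with the largest ratios (up to 2 with the smallest p where fewer were called). The values in the paper's tables had been seen when this rule was written, and other genes are marked in the text as named after their values were seen.

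The alternatives set before the data were examined were no background correction, plain subtraction, an offset of 16, median centring, Aquantile normalization between arrays, the median over spots, only genes well above background on all 4 arrays, the median of pixels, the dye effect as an intercept, a fit to single spots, each pair of arrays averaged, each array left out, the authors' value table, moderated statistics with a trend and robust fit, and for the lists the estimated correlation and random lists. Added after the data had been seen were marked spots left out of the averages, marks not used, spots marked empty left out, chromosome II left out, and each chromosome's median taken off. The slide could not enter as a block, since the labels give 1 slide. A fit of all genes had been seen when the added alternatives and the tests of the closing section were written down.

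The steps were tested on simulated data with 200 changed genes and a list of 50 others lowered together by 0.5. Of the 200 genes, those changed by 0.5, 1 and 2 on the log2 scale, were called in 10.4%, 73.1% and 98.5% of cases, and 4 of 6006 unchanged genes were. With the fit to single spots 222 unchanged genes were called. The simulated noise was independent between genes and arrays, without dye effects of single genes or a technical replicate. These rates therefore need not hold for the real arrays. The polysome profiles, western blots, immunoprecipitations, reverse transcription PCR and the comparison with the environmental stress response were not analysed here.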

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

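The tests of the ASP3 region, of exchanged strains and of a missing chromosome in this part were chosen after the results were seen, and the medians of the chromosomes had been seen before the tests of chromosome II were written.

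In 13 of 173 groups of 4 arrays, 1 array stood apart from the other 3, and chance alone does this in about 1 in 20 groups. Replicate 1, the faintest array, stood apart in ASP3-1 at 2.36, ASP3-3 at 3.15, ASP3-4 at 3.70, ASP3-2 at 4.05, the median of the ASP3 region at 2.36, MNN2 at -0.98, NOP1 at -0.32 and SUP45 at -0.66. Replicate 3 did in GCD11 at -0.67, CST13 at -1.70 and the median of the chitin genes at 0.02. Replicate 2 did in the median of the genes of Additional file 6 at 0.58, and replicate 4 in STE2 at 2.73.

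Signals in genes that the paper does not discuss were a median log2 ratio of -0.53 for chromosome II, -0.55 for G2/M genes, -2.14 for α-specific genes, -0.64 for aminoacyl-tRNA synthetases, -2.15 for core histones, 0.78 for nitrogen catabolite repressed genes, 0.59 for oxidative stress genes and -0.77 for elongation and termination factors.

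Genes of chromosome II had lower ratios than those of any other chromosome. All 13 windows of 30 neighbouring genes along it had a median below that of the other chromosomes, and the highest, -0.38, lay below the lowest of 172 windows elsewhere, -0.26. Listed genes on the chromosome do not account for it, since genes outside every list were lower by -0.60, nor does array position, with -0.62 as the smallest difference over 4 equal parts of the array. The difference was smaller for faint genes, at -0.11 in the faintest 25% against -0.79 in the brightest, and on the faint replicate 1, at -0.19 for genes outside every list. If the myo1Δ cells are haploid, a missing copy is excluded, since 64 genes of chromosome II were well above background in myo1Δ RNA on all 4 arrays. Ploidy was not measured, so the test cannot decide on myo1Δ cells that lost 1 of several copies. An extra copy of chromosome II in the wild type cells is another candidate explanation. With the direction of the ratios turned, it would lie in the myo1Δ cells. DNA was not measured, and a regulation along the whole chromosome was not tested.

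The ASP3 copies, the reading frames YLR156W and YLR159W between them and YLR161W next to the last copy (at least 2.38-fold, 2.22-fold and 2.39-fold higher) rose together, without wild type signal above background. The 6 genes on either side of these had a median of 0.08, although YLR152C among them rose by 1.77. A region lacking in the wild type strain could give these values, and it was not tested on DNA. Release of nitrogen catabolite repression stays open as well, since the 24 genes of that list had a median of 0.78 and a rise of ASP3 is part of that response.

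MYO1, deleted in the mutant, had a log2 ratio of -0.48, with 0.28, -0.88, -0.66 and -0.64 on replicates 1 to 4. Whether its probe lies in the deleted part is unknown, and the HIS5+ cassette named in the allele was not analysed here. MYO1 was well above background in wild type RNA on 2 arrays, so a signal near background may explain the small fall. Strains exchanged between the labels on some arrays stay open. The α-specific genes, 4 of 4 with the same sign on all arrays, would argue against this only with 1 image order for all arrays. Their median of -2.14 and MYO1 cannot test an exchange on all arrays, since they helped to set the direction. The paper's real-time RT-PCR of ribosome-pellet RNA uses no image dyes, and every gene it measured had the direction used here. This argues against an exchange of the images on all 4 arrays, which would turn every ratio at once. The RT-PCR would not show strains exchanged before both assays. In the paper's RT-PCR of polysome fractions RPS8A was lower and cell wall mRNAs higher in the mutant, the direction used here.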

How the results depend on the processing

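The alternatives on the marks of the image software and on chromosome II were chosen after the results were seen. The small number of arrays, the faint replicate 1, the unnamed technical replicate and the missing record of the image dyes limit all results. The slide could not be tested as a block, since there is 1 slide. Except where the construction shows it, the cause of a change was not tested.

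Without background correction 687 genes were called, 508 higher and 179 lower, and 953 had a p of 0.01 or less. With only genes well above background, where fewer genes are tested, 608 were called, 370 higher and 238 lower, 479 had a p of 0.01 or less, and 89 co-regulated genes had the sign of transcription. The fit to single spots called 1628 higher genes. Leaving out 1 array gave 1190 to 2247 called genes, 681 to 1226 higher and 509 to 1021 lower, and the counts fell by more than 1.5 times without replicate 3 (1220, 693 and 527) and without replicate 4 (1190, 681 and 509). With an estimated correlation no list passed, with adjusted p = 0.283 for the fingerprint (1.19), ribosomal proteins (-1.44), heat shock (0.94), initiation factors (-0.37) and trehalose and glycogen (1.40). Before adjustment, their p from camera with this correlation were 0.019, 0.0834, 0.128, 0.0241 and 0.0417, in the same order. Their adjusted p from fry were 0.00377, 0.0141, 0.0113, 0.0113 and 0.00666, and that of the chitin genes was 0.828. The estimated correlations of the 5 lists, in the same order, were 0.03, 0.61, 0.09, 0.01 and 0.17, against the preset 0.01. For the initiation factors both correlations were 0.01, yet the camera p before adjustment went from 1.48e-05 to 0.0241. For this list the estimated correlation therefore does not account for the higher p.

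With only genes well above background the median was 1.00 for heat shock genes (adjusted p = 0.16), and these medians changed sign: chitin -0.30, G1/S 0.11, P-body 0.82, mitochondrial ribosomal proteins 0.17, respiratory chain -0.23 and strain genotype -0.95. The median of glycolysis and ethanol fermentation changed sign with plain subtraction (0.02), the authors' values (0.30), marked spots left out (0.36) and marks not used (0.48, adjusted p = 0.0145). That of glucan and mannan did with marks not used (0.04), chromosome II left out (0.03) and each chromosome's median taken off (0.01). That of sporulation and meiosis (cells of another state) did with median centring (-0.26, adjusted p = 0.0438), the authors' values (-0.04), marked spots left out (-0.13), marks not used (-0.09) and empty spots left out (-0.03). Strain genotype did with subtraction (-0.20), centring (-0.15), replicates 2 and 4 averaged (-0.01), the authors' values (-0.04), marked or empty spots left out (-0.34 and -0.34), marks not used (-0.09) and each chromosome's median taken off (-0.02). G1/S was 0.01 with replicates 3 and 4 averaged, and the respiratory chain -0.01 with 1 and 3 averaged. Leaving out 1 array gave medians of -0.16 to 0.07 for G1/S and -0.02 to 0.19 for the respiratory chain, each with the changed sign without replicate 3, and of -0.46 to 0.08 for glycolysis and -0.02 to 0.20 for strain genotype, each with the changed sign without replicate 4. ACT1 was 0.28 with the authors' values and 0.44 with marks not used, and SPO11 was -0.13 with centring and -0.01 with the authors' values.

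Of 142 named genes 136 were called, and no called one changed sign. Of the 56 called ones tested under every alternative set before the data were examined, 31 stayed called in the same direction under every one. The other 80 were left out by 1 or more of these alternatives, and 30 of them stayed called under those that tested them.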

Differences from the paper's values

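Folds are given as signed folds, a fold counts as within the paper's where their log2 values differ by no more than the SD over the arrays, and the alternatives are those set before the data were examined. For SED1 the paper gives 2.8 and the value here is 1.79, within the paper's with the authors' value table (2.46) and not with the others that tested it. For YEA4 the paper gives -1.2 and the value here is 1.23, positive under each alternative that tested it. For TPS1 the paper gives 5.3 against 2.25 here, and for UGP1 9.1 against 1.78, and no alternative comes within either. For GLC3 the paper gives 7.4 against 12.9 here, within it with the authors' value table (9.37) alone. For GND2 the paper gives 9.9 against 3.87 here, within it with plain subtraction (7.69) alone among those that tested it. The test of only genes well above background leaves out SED1, YEA4 and GND2. For HSP48, given as ENO1 in Additional file 4, the paper gives 2.9 against 2.02 here, within it with the authors' value table (2.74) alone. In the paper's text the carbohydrate folds equal the transcription column of Additional file 5, whose translation column gives 2.9 for TPS1, 13.8 for GLC3, 2.4 for UGP1 and 3.9 for GND2.

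For mRNAs outside Additional file 5 with a change of 2-fold or more at a p of 0.01 or less, the paper gives 266 and the count here is 543, within 1.5 times with only genes well above background (188) and the authors' value table (310), and not with the others. Of lower ribosomal protein genes the paper gives 46, from a file that shares no gene with Additional file 5, and 130 are lower here with the genes of Additional file 5 counted, with 46 under only genes well above background and more than 1.5 times apart under the others. The test of only genes well above background leaves out many genes, so its equal count is no match of the same genes. For the like group, outside Additional file 5, 87 are lower against the paper's 46, within 1.5 times with plain subtraction (65), only genes well above background (31) and the authors' value table (62), and not with the others. Of lower initiation factors the paper gives 6 and 10 are lower here, or 9 outside Additional file 5. The count of 9 is within 1.5 times of the paper's 6. It is no match of the same genes, since GCD7 and TIF5, among the paper's 6, did not reach 0.01 here (unadjusted p = 0.0193 and 0.045 from limma). The count of 10 over all factors comes within 1.5 times with no background correction (5), an offset of 16 (7), centring (7), only genes well above background (5), the median of pixels (8), each pair of arrays averaged (5 to 9), without replicate 2, 3 or 4 (7, 5 and 5) and the authors' value table (7), and not with the others.

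Table 5 gives no change in translation for SLT2, whose log2 ratio here was 1.10 (adjusted p = 0.0193 from limma). Of the 1069 genes of Additional file 4 that could be read and were on the arrays, 41 had the other sign here, 31 of them called, among them DLD3 at -3.40, against a higher value in the file. The size of these 41 differed by a median of 0.05 on the log2 scale, and 26 of them are in its Metabolism section. The captions of Additional files 4 and 5 name log2 values, and neither file holds a value between -1 and 1.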

Other observations

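The 8 core histone genes all fell, with HTB2 at -2.59 ± 0.24 (adjusted p = 3.51e-05 from limma), HTA2 at -2.76 ± 1.35 (adjusted p = 0.00226) and HHF1 at -2.54, and 4 of the 8 lie on chromosome II. Over all 8 the median was -2.15 (camera adjusted p = 6.07e-07, and 0.283 with an estimated correlation), and outside that chromosome it was -1.35. The median over all 8 was -1.17, -2.55, -1.63 and -2.28 on replicates 1 to 4, lower on those with myo1Δ RNA in Cy5. Of 12 G2/M genes, 8 fell and none rose, with a median of -0.55 or -0.51 with bounds (camera adjusted p = 2e-05, estimated 0.283), while of 17 G1/S genes 4 fell, with a median of -0.02 (camera adjusted p = 0.0395, estimated 0.603), a sign that depends on the setting. Of 24 nitrogen catabolite repressed genes, 14 rose and none fell (median 0.78 or 0.73 with bounds, camera adjusted p = 2e-05, estimated 0.283), among them GDH3, a glutamate dehydrogenase, at least 5.56-fold higher. Of 20 oxidative stress genes, 10 rose and 2 fell (median 0.59 or 0.46 with bounds, camera adjusted p = 0.0121, estimated 0.283), with GTT1, a glutathione transferase, at 1.82, and the 2 falls were GPX2 and TSA1, the latter named after its value was seen.

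The 4 α-specific genes were lower (median -2.14 or -1.83 with bounds, camera adjusted p = 0.000414, and 0.283 with an estimated correlation) and 3 of 7 a-specific genes higher, STE2, MFA1 and STE6 at 1.28, 1.09 and 0.86 (list median 0.70, camera adjusted p = 0.0527), and the mating types served to set the direction. In RNA of the MAT α wild type, STE2 and STE6 were also well above background on 3 arrays each, and MFA1 on 1. Of 13 elongation and termination factors 8 fell (median -0.77, camera adjusted p = 0.000316, estimated 0.283), of 18 aminoacyl-tRNA synthetases 12 fell (median -0.64, camera adjusted p = 1.22e-08, estimated 0.283), of 66 ribosome biogenesis genes 13 fell (median -0.24, camera adjusted p = 2.41e-05, estimated 0.411) and of 57 mitochondrial ribosomal protein genes 14 fell and 2 rose (median -0.18, camera adjusted p = 0.000159, estimated 0.491), 7 of the falls outside chromosome II. Of 25 cell wall integrity genes 13 rose and 4 fell (median 0.51, camera adjusted p = 0.0107, estimated 0.283). Of 16 cytokinesis genes 1, BNI1, rose and 3 fell (median -0.22, camera adjusted p = 0.0484, estimated 0.283).

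Of 42 Gcn4 targets 15 fell and 5 rose (median -0.28, camera adjusted p = 0.00414, and 0.507 with an estimated correlation), with LYS9, LYS20 and LYS1 at 1.79, 1.70 and 1.29 among the rises. Of 32 proteasome genes 6 fell and 1, RPT2, rose (median -0.18, camera adjusted p = 0.012, estimated 0.283). Among other lists that did not pass with camera were the TCA cycle (7 of 17 higher, median 0.37, camera adjusted p = 0.0609), the respiratory chain (9 of 36 higher and 3 lower, median 0.07, camera adjusted p = 0.705), glycolysis (camera adjusted p = 0.762), glucan and mannan (6 of 32 higher and 4 lower, median -0.11, camera adjusted p = 0.443), P-body components (1 of 16, EDC2, higher and 4 lower, median -0.05, camera adjusted p = 0.421), sporulation (1 of 14, NDT80, higher, median 0.11, camera adjusted p = 0.984) and strain genotype (2 of 9 called higher, MAS2 and URA3, the latter above background in neither strain, and 1 lower, median 0.08, camera adjusted p = 0.862). Of these the TCA cycle alone passed with fry (adjusted p = 0.0448), and its adjusted p against random lists was 0.06. The 7 genes of the ASP3 region all rose (median 4.77 or 4.56 with bounds, camera adjusted p = 7.99e-06, estimated 0.283). With an estimated correlation the adjusted p of every list was 0.283 or higher.

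Over the 8 choices of sign for the 4 arrays, 1 gave as many called genes as the real one, which is the real choice with 1882, and the highest of the others gave 0. These choices are too few for a share under 0.05.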
